# Protein sequence editing defines distinct and overlapping functions of SKN-1A/Nrf1 and SKN-1C/Nrf2

**DOI:** 10.1371/journal.pgen.1011780

**Published:** 2025-07-07

**Authors:** Briar Jochim, Irini Topalidou, Nicolas Lehrbach

## Abstract

The Nrf/NFE2L family of transcription factors regulates redox balance, xenobiotic detoxification, metabolism, proteostasis, and aging. Nrf1/NFE2L1 is primarily responsible for stress-responsive upregulation of proteasome subunit genes and is essential for adaptation to proteotoxic stress. Nrf2/NFE2L2 is mainly involved in activating oxidative stress responses and promoting xenobiotic detoxification. Nrf1 and Nrf2 contain very similar DNA binding domains and can drive similar transcriptional responses. In *C. elegans*, a single gene, *skn-1*, encodes distinct protein isoforms, SKN-1A and SKN-1C, that function analogously to mammalian Nrf1 and Nrf2, respectively, and share an identical DNA binding domain. Thus, the extent to which SKN-1A/Nrf1 and SKN-1C/Nrf2 functions are distinct or overlapping has been unclear. Regulation of the proteasome by SKN-1A/Nrf1 requires post-translational conversion of N-glycosylated asparagine residues to aspartate by the PNG-1/NGLY1 peptide:N-glycanase, a process we term ‘sequence editing’. Here, we reveal the consequences of sequence editing for the transcriptomic output of activated SKN-1A. We confirm that activation of proteasome subunit genes is strictly dependent on sequence editing. In addition, we find that sequence edited SKN-1A can also activate genes linked to redox homeostasis and xenobiotic detoxification that are also regulated by SKN-1C, but the extent of these genes’ activation is antagonized by sequence editing. Using mutant alleles that selectively inactivate either SKN-1A or SKN-1C, we show that both isoforms promote optimal oxidative stress resistance, acting as effectors for distinct signaling pathways. These findings suggest that sequence editing governs SKN-1/Nrf functions by tuning the SKN-1A/Nrf1 regulated transcriptome.

## Author summary

To maintain normal function, cells must adapt to stress through stress-responsive regulation of gene expression. SKN-1A/Nrf1 and SKN-1C/Nrf2 are two closely related transcription factors that play crucial roles in this process. We previously showed that an unusual post-translational modification that we term ‘sequence editing’, is important for SKN-1A/Nrf1-mediated control of proteasome subunit gene expression during proteotoxic stress. In this study, we investigated how ‘sequence editing’ defines the distinct roles of SKN-1A/Nrf1 and SKN-1C/Nrf2. We found that although sequence editing of SKN-1A/Nrf1 promotes activation of proteasome subunit genes, it dampens activation of other genes that are involved in the response to oxidative stress, a process primarily regulated by SKN-1C/Nrf2. Interestingly, we find that both SKN-1A/Nrf1 and SKN-1C/Nrf2 are required for optimal resistance to oxidative stress. Together, these findings suggest that ‘sequence editing’ fine-tunes SKN-1A/Nrf1-dependent gene regulation to enable adaptation to different stress conditions.

## Introduction

Animal cells must precisely control gene expression to adapt to diverse environmental and physiological conditions. Misregulation of stress-responsive and homeostatic gene regulatory programs is a driver of various diseases, including cancer, metabolic disorders, inflammatory disease, neurodevelopmental conditions, and age-associated neurodegeneration [1–3]. Therefore, insights into the mechanisms that orchestrate stress response and homeostatic gene expression pathways provide a basis for disease mitigation or prevention. Two closely related NFLE2L/Nrf family Cap’n’Collar (CnC) basic leucine zipper (bZip) transcription factors, NFE2L1 (Nrf1) and NFE2L2 (Nrf2), impact many aspects of cellular and organismal function through stress-responsive and homeostatic control of gene expression [4,5]. Given these roles, Nrf1 and Nrf2 represent attractive targets for therapeutic manipulation across several disease contexts [6–10]. In the nematode *C. elegans*, Nrf functions depend on a single gene, *skn-1* [11]. The *skn-1* gene gives rise to two major protein isoforms (SKN-1A and SKN-1C) through differences in transcription start sites and mRNA splicing. SKN-1A and SKN-1C function analogously to mammalian Nrf1 and Nrf2, respectively. How the distinct and overlapping functions of SKN-1A/Nrf1 and SKN-1C/Nrf2 are defined to mediate coherent stress responses remains an outstanding question. Addressing this issue is crucial for realizing the potential of therapeutic Nrf modulation.

SKN-1A/Nrf1 is an important regulator of proteostasis that controls proteasome biogenesis [4,12]. SKN-1A/Nrf1 activity is governed by an elaborate and conserved post-translational processing pathway [13]. SKN-1A/Nrf1 possesses an N-terminal transmembrane domain that targets it to the endoplasmic reticulum [14–16]. Once in the ER, SKN-1A/Nrf1 becomes N-glycosylated at certain asparagine (Asn) residues [16–20]. Although the precise pattern of N-glycosylation is not known, genetic and biochemical analysis indicates that SKN-1A is N-glycosylated at one or more of four N-glycosylation motifs, whereas Nrf1 is N-glycosylated at several or all of nine N-glycosylation motifs [21–23]. N-glycosylated SKN-1A/Nrf1 is released from the ER by the ER-associated degradation (ERAD) machinery and is typically rapidly degraded by cytosolic proteasomes. Defects in proteasome function or proteostasis, as well as pharmacological proteasome inhibition, increase the fraction of SKN-1A/Nrf1 that escapes degradation. Stabilized SKN-1A/Nrf1 then translocates to the nucleus, where it activates transcription of proteasome subunit genes [18–20,24]. This transcriptional activity requires two processing steps that occur after release of the N-glycosylated protein from the ER. Firstly, SKN-1A/Nrf1 undergoes a single endoproteolytic cleavage mediated by the DDI-1/DDI2 aspartic protease [20,25]. This cleavage event removes the N-terminal transmembrane domain, potentially facilitating the efficient release of SKN-1A/Nrf1 from the ER membrane and/or eliminating domain(s) that may interfere with its function in the nucleus [20,21,25–28]. Secondly, SKN-1A/Nrf1 is deglycosylated by the PNG-1/NGLY1 peptide:N-glycanase, a cytosolic deglycosylation enzyme that removes N-linked glycans from ERAD substrate glycoproteins [20,29]. Deglycosylation by PNG-1/NGLY1 deamidates N-glycosylated Asn residues, converting them to aspartate (Asp) [30]. This post-translational amino acid conversion, which we term ‘sequence editing’ is critical for activation of proteasome subunit genes by SKN-1A/Nrf1 [21,22].

Nrf2 regulates xenobiotic detoxification and oxidative stress responses [5,31]. Several studies suggest that SKN-1C is the major functional counterpart of Nrf2 in *C. elegans* [21,32–34]. Unlike SKN-1A/Nrf1, SKN-1C/Nrf2 lacks an ER-targeting transmembrane domain and so is not trafficked through the ER. Instead, SKN-1C/Nrf2 is regulated by cytosolic ubiquitin ligases. In mammalian cells, the stress responsive activation of Nrf2 is primarily controlled by Keap1 [35]. Keap1 acts as the substrate binding subunit of a CUL3/RBX1 ubiquitin ligase complex that triggers Nrf2’s ubiquitination and degradation [36]. Keap1 binding to Nrf2 is reduced under oxidative stress and by some reactive xenobiotic compounds, leading to Nrf2 stabilization and activation of Nrf2-dependent stress responses [37,38]. Keap1 is not conserved in *C. elegans,* instead, oxidative-stress and xenobiotic detoxification responses are negatively regulated by WDR-23 [39,40]. WDR-23 is the substrate adaptor of a CUL4/DDB1 ubiquitin ligase complex that binds to SKN-1C and is thought to mediate its proteasomal degradation [39]. WDR-23 may also negatively regulate SKN-1A levels, although the cleavage by DDI-1 likely renders SKN-1A non-responsive to regulation by WDR-23 under most circumstances [21,41]. The human ortholog, WDR23/DCAF11 binds to and inhibits Nrf2, but not Nrf1, suggesting a conserved mechanism that controls SKN-1C and Nrf2-dependent stress responses [42–44].

SKN-1A/Nrf1 and SKN-1C/Nrf2 bind to the same DNA sequence element [31,45]. Consequently, they may regulate overlapping sets of target genes, potentially allowing them to perform overlapping or redundant functions [46–49]. Indeed, although Nrf2 plays a significant role in regulating oxidative stress responses [5,31], multiple studies in mice show that Nrf1 also regulates oxidative stress response genes [47,50,51]. Importantly, *nrf1*^-/-^ *nrf2*^-/-^ double knockout mice show massively increased accumulation of reactive oxygen species compared to either single mutant, suggesting that Nrf1 and Nrf2 are redundant regulators of redox balance *in vivo* [47]. In contrast, Nrf2 does not regulate proteasome subunit gene expression, which is exclusively regulated by sequence edited Nrf1 [24,50,51]. However, it remains unclear whether sequence editing is needed for Nrf1-dependent control of oxidative stress responses. Interestingly, mutant forms of Nrf1 that do not undergo sequence editing are unable to regulate the proteasome, but retain partial functionality, raising the possibility that distinct post-translational processing events govern different Nrf1 functions [22,52]. In *C. elegans*, the functions of *skn-1* in oxidative stress have largely been studied using mutants or RNAi conditions that simultaneously inactivate both SKN-1A and SKN-1C, so the potential for distinct or overlapping functions of each isoform, and the relevance of sequence editing, remain unclear.

Here, we show that different patterns of sequence editing alter the transcriptional consequences of SKN-1A activation. We find that sequence editing promotes activation of proteasome subunit genes, while dampening activation of genes associated with oxidative stress and xenobiotic detoxification. Using isoform-specific alleles, we dissect the distinct and overlapping functions of SKN-1A and SKN-1C, revealing that both isoforms are required for optimal oxidative stress defenses. Our data indicate that sequence editing is required for SKN-1A to promote oxidative stress resistance and support a model in which SKN-1A and SKN-1C are controlled by distinct signaling pathways to coordinate transcriptional control of redox homeostasis. These findings suggest that N-glycosylation-dependent sequence editing fine-tunes SKN-1A/Nrf1 function to orchestrate animal stress responses, shedding light on the mechanisms governing the distinct and cooperative roles of the SKN-1A/Nrf1 and SKN-1C/Nrf2 pathways, with implications for their roles in disease pathogenesis and longevity.

## Results

### Sequence editing defines distinct transcriptional outputs of SKN-1A and SKN-1C

We generated transgenic strains that express an N-terminally truncated form of SKN-1 (hereafter SKN-1t). SKN-1t is equivalent to SKN-1A lacking the first 167 amino acids or SKN-1C lacking the first 90 amino acids (Fig 1A). This truncated protein bypasses the normal regulatory mechanisms that limit activity in the absence of stress and so constitutively activates SKN-1 target genes [21]. SKN-1t lacks the ER-targeting transmembrane domain found at the N-terminus of SKN-1A, so it is not trafficked through the ER and does not undergo N-glycosylation-dependent sequence editing. We therefore engineered animals to express mutant forms of SKN-1t harboring Asn to Asp substitutions that mimic the effect of sequence editing and consequently alter SKN-1t function to model the effect of SKN-1A activation [21].

**Fig 1:**
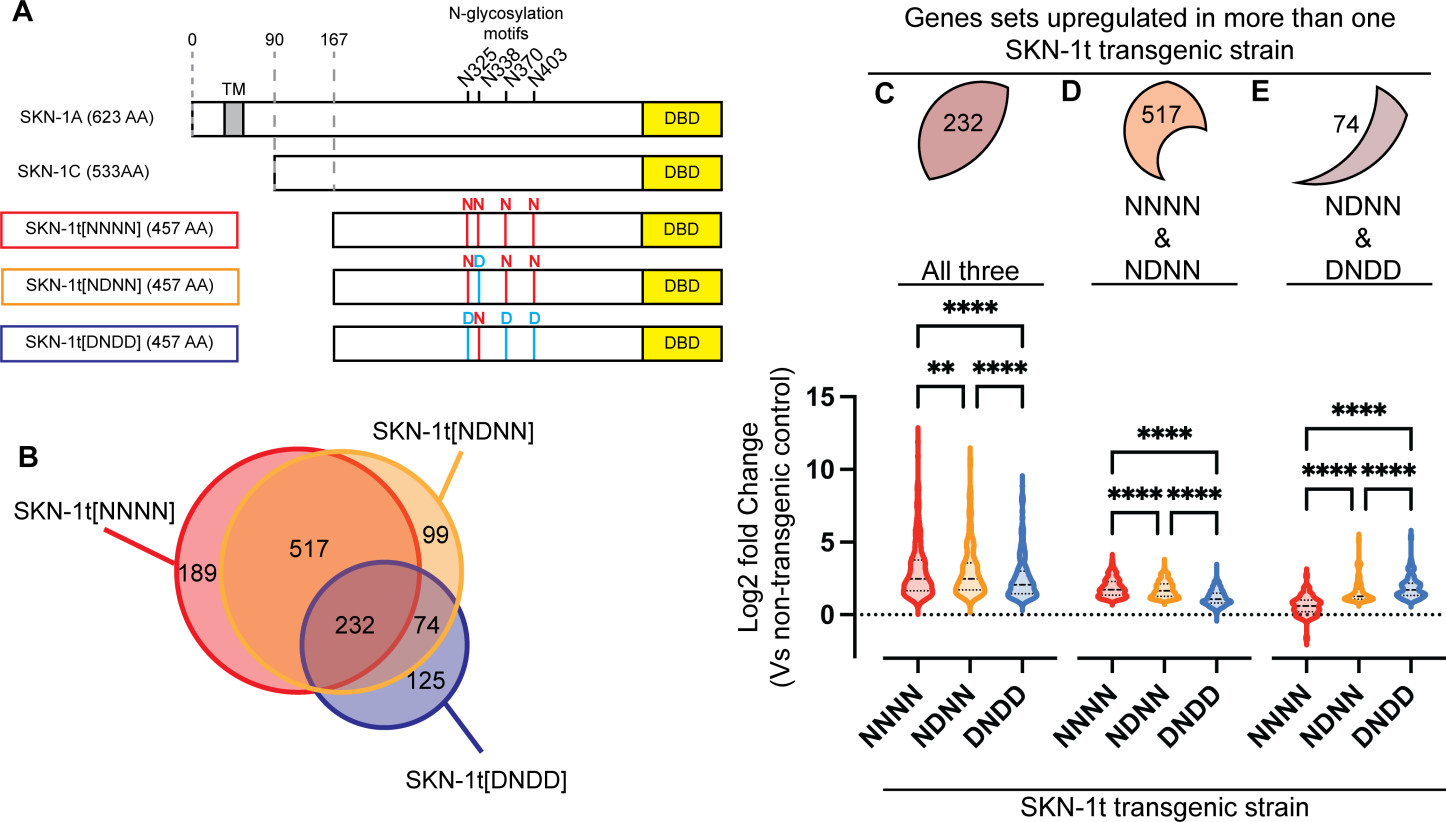
Sequence editing alters the transcriptional output of activated SKN-1A. A) Schematic showing the three forms of SKN-1t expressed by the transgenic animals subjected to RNAseq. The endogenous SKN-1A and SKN-1C proteins are shown for comparison. Each SKN-1t is expressed under the control of the ubiquitously active *rpl-28* promoter and with an N-terminal HA tag and a C-terminal GFP tag, which are not shown in the schematic. In SKN-1A, the locations of the four N-linked glycosylation motifs and the transmembrane domain (TM) are indicated. The position of the DNA binding domain (DBD) is shown for both SKN-1A and SKN-1C. B) Venn diagram showing the number of genes that are upregulated (>2-fold, FDR < 0.01), as identified by RNAseq of L4 stage SKN-1t transgenic animals and compared to wild type (non-transgenic) controls. C) Violin plot showing fold-upregulation of the 232 genes that are upregulated (>2-fold, FDR < 0.01) in all three SKN-1t transgenic strains. For each transgenic strain, the log2 Fold Change compared to the wild type (non-transgenic) control is plotted. These genes are upregulated to differing extents by the three transgenes. **** p < 0.0001, ** p < 0.01, repeated measures one-way ANOVA with Geisser-Greenhouse correction and Tukey’s multiple comparisons test. D) Violin plot showing fold-upregulation of the 517 genes that are upregulated (>2-fold, FDR < 0.01) in SKN-1t[NNNN] and SKN-1t[NDNN] transgenic animals, but not in SKN-1t[DNDD] transgenics. These genes are more strongly upregulated by SKN-1t[NNNN] than SKN-1t[NDNN] and are skewed towards upregulation in SKN-1t[DNDD] transgenics. **** p < 0.0001, repeated measures one-way ANOVA with Geisser-Greenhouse correction and Tukey’s multiple comparisons test. E) Violin plot showing fold-upregulation of the 74 genes that are upregulated (>2-fold, FDR < 0.01) in SKN-1t[NDNN] and SKN-1t[DNDD] transgenic animals, but not in SKN-1t[NDNN] transgenics. These genes are more strongly upregulated by SKN-1t[DNDD] than SKN-1t[NDNN]. **** p < 0.0001, repeated measures one-way ANOVA with Geisser-Greenhouse correction and Tukey’s multiple comparisons test.

To investigate how sequence editing globally alters the transcriptional output of activated SKN-1A as compared to that of SKN-1C, we used RNAseq to compare animals expressing SKN-1t altered with different patterns of Asn to Asp substitutions (Fig 1A). 

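RNA was sequenced from 16 samples of whole animals, 4 of the wild type and 4 of each of the 3 SKN-1t strains, all collected at the L4 stage, the last larval stage. The authors aligned the reads with STAR and deposited the raw number of reads counted on each of 19122 genes, listed as protein-coding. Between 23806929 and 30457636 reads per sample were counted on genes. The median was 26952685 in the wild type, 26652985 in SKN-1t[NNNN], 29538927 in SKN-1t[NDNN] and 26746735 in SKN-1t[DNDD] animals. Each strain was compared with the wild type in a separate fit with the settings of the paper's methods. Genes with low counts were removed by filterByExpr (a minimum count of 10 and a minimum total of 15), libraries were scaled by the TMM method, and genes were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For comparisons between strains, all 16 samples were fitted together, which left 14850 genes. Expression is given as counts scaled to library size (CPM), as the mean and SD of the 4 samples of a group.

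RNA of *skn-1* itself (WBGene00004804, chromosome IV, 5651039 to 5660384, minus strand) served to check which samples carry a transgene, since reads from the endogenous gene and the transgene are counted together. It was at 121 ± 9.93 CPM in the wild type, 305 ± 25.6 CPM in SKN-1t[NNNN], 283 ± 29.0 CPM in SKN-1t[NDNN] and 238 ± 22.4 CPM in SKN-1t[DNDD] animals. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, its log2 fold change from the wild type was 1.42 (standard error 0.0861, adjusted p = 1.57e-05, and 0.000368 with the block) in SKN-1t[NNNN], 1.30 (standard error 0.105, adjusted p = 8.81e-05, and 0.000705 with the block) in SKN-1t[NDNN] and 0.97 (standard error 0.103, adjusted p = 0.000403, and 0.00102 with the block) in SKN-1t[DNDD], where the block is the replicate number. The same edgeR test gave a log2 difference between SKN-1t[DNDD] and SKN-1t[NNNN] of -0.34 (standard error 0.0975, adjusted p = 0.0324, and 0.00611 with the block). Between SKN-1t[NDNN] and SKN-1t[NNNN] it gave -0.095 (standard error 0.0974, adjusted p = 0.851, and 0.586 with the block). The amount of this RNA therefore cannot tell these 2 forms apart.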

To identify the set of genes upregulated by non-sequence-edited SKN-1C, we analyzed transcriptomes of animals expressing SKN-1t without any sequence changes at the four N-linked glycosylation sites (hereafter SKN-1t[NNNN]). The exact pattern(s) of N-glycosylation of SKN-1A are not known, so to identify genes upregulated by sequence-edited SKN-1A, we tested the effects of different patterns of sequence editing. First, we analyzed animals expressing SKN-1t with one Asn to Asp amino acid substitution (hereafter SKN-1t[NDNN]). This alteration mimics the effect of a single sequence editing event at N338 of SKN-1A and should therefore constitutively activate genes that would be activated if SKN-1A underwent limited N-linked glycosylation. Second, we analyzed animals expressing SKN-1t with three Asn to Asp amino acid substitutions (hereafter SKN-1t[DNDD]). We expect this construct to constitutively activate genes that would be activated if SKN-1A underwent extensive N-linked glycosylation (at N325, N370, and N403). We chose these two variants because both are competent to activate a proteasome subunit gene reporter and therefore could plausibly be involved in the SKN-1A-mediated response to proteasome inhibition [21], whilst allowing us to correlate global changes in gene expression with different extents of SKN-1A sequence editing. Transgenic animals were generated to express each form of SKN-1t from single copy transgenes with an N-terminal HA tag and C-terminal GFP tag. Each transgene is expressed at similar levels and transgenic strains show superficially normal development and fertility [21]. We did not include SKN-1t[N325D,N338D, N375D, N403D]-expressing animals in this analysis. Animals expressing this form of SKN-1t show a severely reduced growth rate and are therefore likely to show indirect changes in gene expression caused by this difference in developmental progression.

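The filter kept 14192 genes in the comparison of SKN-1t[NNNN] with the wild type, 14310 in that of SKN-1t[NDNN] and 14400 in that of SKN-1t[DNDD], and 14045 genes were tested in all 3. Samples with the same replicate number were more alike than others. After the mean of each group was removed, log2 expression across genes correlated between same-numbered samples of the wild type and a transgenic strain with a mean r of 0.31 for SKN-1t[NNNN], 0.35 for SKN-1t[NDNN] and 0.51 for SKN-1t[DNDD], against -0.10, -0.12 and -0.17 for samples with different numbers. The negative values follow from removing the group means and add nothing to the same-number r. Genes are not independent replicates, so these correlations carry no p. Each fit was repeated with the replicate number as a block, and that result is given beside the one without it.

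Among genes past the threshold with a mean of at least 1 CPM, the largest increase in SKN-1t[NNNN] was in *gst-34* (WBGene00001782, chromosome II, 15179906 to 15183239), at 54.6 ± 22.9 CPM against 0.0108 ± 0.0215 CPM in the wild type. At most 1 read of this gene was counted in a wild type sample, so its increase is a lower bound of at least 499-fold in SKN-1t[NNNN], 203-fold in SKN-1t[NDNN] and 36.7-fold in SKN-1t[DNDD]. The gene *spp-9* (WBGene00004994, chromosome X, 11487784 to 11488203) rose from 0.298 ± 0.129 CPM in the wild type to 139 ± 29.9 CPM in SKN-1t[NNNN] and 78.1 ± 15.7 CPM in SKN-1t[DNDD]. Its log2 fold change in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 8.90 (standard error 0.303, adjusted p = 5.69e-07, and 6.82e-05 with the block) in SKN-1t[NNNN] and 7.98 (standard error 0.282, adjusted p = 5.95e-06, and 4.71e-05 with the block) in SKN-1t[DNDD]. The largest decrease in SKN-1t[NNNN] was in the vitellogenin gene *vit-5* (WBGene00006929, chromosome X, 3403471 to 3408603), from 933 ± 825 CPM to 0.434 ± 0.552 CPM, with a log2 fold change of -10.98 (standard error 1.24, adjusted p = 0.000288, and 0.000500 with the block) in the same edgeR test. In SKN-1t[DNDD] the largest decrease was in BE0003N10.6 (WBGene00255598, chromosome III, 1056230 to 1060061), from 241 ± 92.3 CPM to 0.846 ± 0.286 CPM, with a log2 fold change in the edgeR test of -8.16 (standard error 0.436, adjusted p = 3.36e-05, and 9.23e-05 with the block). In SKN-1t[NDNN] it was in *vit-4* (WBGene00006928, chromosome X, 3558769 to 3563965), with an edgeR log2 fold change of -7.74 (standard error 1.22, adjusted p = 0.00170, and 0.00101 with the block).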

We identified differentially expressed genes in each transgenic strain compared to a wild type (non-transgenic) control (S1 Fig and S1 Table). 

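Principal components were computed on the centred log2 CPM of all 14850 genes kept, with a prior count of 2. The components held 44.9%, 29.2% and 7.09% of the variance, from the first to the third. On the second, the wild type samples had scores of 39.1 to 85.4 and the 12 samples of the transgenic strains lay below them, from -70.2 to 22.9. Of the variance along it, 66.8% lay between the 4 groups and 23.5% between replicates 1 and 2 and replicates 3 and 4. The first component did not part the wild type from SKN-1t[DNDD], while all samples of SKN-1t[NNNN] and SKN-1t[NDNN] lay below those of the wild type. Its scores were 22.4 to 78.5 in the wild type, -82.4 to 2.52 in SKN-1t[NNNN] and -74.1 to 20.1 in SKN-1t[NDNN]. They were 73.7 and 77.6 in replicates 3 and 4 of SKN-1t[DNDD], and -24.2 and -16.0 in replicates 1 and 2 of that strain. Of the variance along it, 56.1% lay between groups and 37.4% between replicates 1 and 2 and replicates 3 and 4. The share of the variance held by the first component moved most when the input was limited to the 500 most variable genes, to 66.5%.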

Unsupervised principal component analysis indicates that all three transgenic strains cluster together with a distinct transcriptome from the wild type (S1 Fig). Because SKN-1 acts as a transcriptional activator, we focused our analysis on genes that are upregulated by >2-fold at a false-discovery rate (FDR) of <0.01 (Figs 1B and S1 and S1 Table). 

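At these thresholds 997 genes were upregulated and 869 downregulated in SKN-1t[NNNN], 980 and 478 in SKN-1t[NDNN], and 495 and 483 in SKN-1t[DNDD]. With the replicate number as a block, 897 genes were upregulated in SKN-1t[NNNN], 932 in SKN-1t[NDNN] and 1692 in SKN-1t[DNDD], so the number for SKN-1t[DNDD] depended on whether the replicates were paired. Of its genes, 479 were called both with and without the block. The alternative that lowered the numbers most was edgeR's glmTreat, which tests whether the change itself exceeds 2-fold, with 355, 213 and 96 upregulated genes in SKN-1t[NNNN], SKN-1t[NDNN] and SKN-1t[DNDD]. Leaving out each sample in turn gave 674 to 1087 genes in SKN-1t[NNNN], 649 to 1029 in SKN-1t[NDNN] and 287 to 531 in SKN-1t[DNDD], and the lowest number for each strain came without replicate 2 of the wild type.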

We identified 1235 genes that were upregulated in at least one of the SKN-1t transgenic strains. 

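In these fits 1354 genes were upregulated in at least 1 strain, 99 of which were not tested in all 3 comparisons. Limiting the union to genes tested in all 3, a choice made after the data were seen, leaves 1255 genes, and 1233 of these are among the 1236 genes of S2 Table. Fits with the replicate block gave a union of 2305 genes.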

There is considerable overlap in gene upregulation between each strain (Fig 1B). Most (823/1235 = 67%) of the upregulated genes are increased in more than one of the strains analyzed, and many (232/1235 = 20%) are upregulated >2-fold in all three. This extensive overlap indicates that many SKN-1 target genes can be upregulated by both sequence-edited SKN-1A and non-edited SKN-1C. This suggests that distinct and overlapping function(s) of cytosolic and ER-associated SKN-1 isoforms could be achieved via regulation of partially overlapping transcriptional outputs.

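Of all upregulated genes, 879 (64.9%) were upregulated in more than 1 strain and 239 (17.7%) in all 3. A further 541 were shared by SKN-1t[NNNN] and SKN-1t[NDNN] only, 92 by SKN-1t[NDNN] and SKN-1t[DNDD] only, and 7 by SKN-1t[NNNN] and SKN-1t[DNDD] only. The fits with the replicate block put 36.9% in more than 1 strain and 15.8% in all 3, as the list for SKN-1t[DNDD] grew. In a single fit of all 16 samples the shares were 65.3% and 32.8%. That fit called 438 genes in all 3 strains, 226 of them among those called here. Leaving out each sample in turn gave 130 to 298 genes shared by all 3 strains. Among the alternatives the number ranged from 65 with glmTreat to 800 at the secondary cutoff (1.5-fold, adjusted p below 0.05).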

### Sequence editing fine-tunes SKN-1A-dependent transcriptional programs

A substantial number of SKN-1t-upregulated genes are differentially activated depending on the extent of sequence editing (Fig 1B). 

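The strains were also compared with each other, in the fit of all 16 samples. Over 2-fold differences at an adjusted p below 0.01 were found between SKN-1t[DNDD] and SKN-1t[NNNN] for 279 genes higher and 109 lower in SKN-1t[DNDD], between SKN-1t[DNDD] and SKN-1t[NDNN] for 19 higher and 19 lower in SKN-1t[DNDD], and between SKN-1t[NDNN] and SKN-1t[NNNN] for 52 higher and 2 lower in SKN-1t[NDNN]. At an adjusted p below 0.05 alone the 3 comparisons gave 2024, 239 and 120 genes, and 5245, 3352 and 214 with the block. Same-numbered samples correlated with a mean r of 0.49 between SKN-1t[NNNN] and SKN-1t[DNDD], 0.64 between SKN-1t[NDNN] and SKN-1t[DNDD] and 0.58 between SKN-1t[NNNN] and SKN-1t[NDNN]. With the replicate block, 925 genes were higher and 203 lower in SKN-1t[DNDD] than in SKN-1t[NNNN], 398 higher and 56 lower in SKN-1t[DNDD] than in SKN-1t[NDNN], and 62 higher and 2 lower in SKN-1t[NDNN] than in SKN-1t[NNNN]. A fit of only the 8 samples of SKN-1t[DNDD] and SKN-1t[NNNN] gave 145 higher and 50 lower, the lowest numbers among the alternatives.

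Among genes past the threshold with a mean of at least 1 CPM, the largest increase from SKN-1t[NNNN] to SKN-1t[DNDD] was in B0416.4 (WBGene00015180, chromosome X, 9278953 to 9279947), from 0.0444 ± 0.0652 CPM to 14.6 ± 3.87 CPM, a log2 difference of 8.17 (standard error 0.568, adjusted p = 3.14e-07, and 3.42e-07 with the block) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest decrease was in Y50D4C.3 (WBGene00021748, chromosome V, 939391 to 945244), which was at 19.1 ± 1.45 CPM in the wild type, 17.6 ± 0.811 CPM in SKN-1t[NNNN], 17.9 ± 1.42 CPM in SKN-1t[NDNN] and 0.434 ± 0.198 CPM in SKN-1t[DNDD].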

The 938 genes upregulated by SKN-1t[NNNN] overlap much more with SKN-1t[NDNN] (749/938 = 80%) than with SKN-1t[DNDD] (235/938 = 25%). 

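Of the genes upregulated by SKN-1t[NNNN], 780 (78.2%) were also upregulated by SKN-1t[NDNN] and 246 (24.7%) by SKN-1t[DNDD]. These shares were 73.8% and 45.6% with the replicate block and 79.8% and 48.2% in the single fit of all samples, so the overlap with SKN-1t[NDNN] was the larger in each of these fits. Of the genes shared with SKN-1t[NDNN] but not called in SKN-1t[DNDD], 521 were tested there. Of these, 276 (53.0%) were above 2-fold in SKN-1t[DNDD] without an adjusted p below 0.01, and for 210 of them the adjusted p was below 0.05. The median log2 fold change of the tested genes in SKN-1t[DNDD] was 1.05.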

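In SKN-1t[DNDD], 157 upregulated genes (31.7% of those called in that strain) were called in no other strain, and 66.9% were also called in SKN-1t[NDNN]. The replicate block raised the share called in no other strain to 67.3% (1138 genes), and in the single fit of all samples it was 27.7%. Across fits that each left out 1 sample, 96 to 267 genes were called in SKN-1t[DNDD] only.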

Although SKN-1t[DNDD] activates fewer genes in total (431), it has a large proportion (125/431 = 29%) of uniquely upregulated genes that are not similarly increased by either SKN-1t[NNNN] or SKN-1t[NDNN]. Thus, the extent to which the transcriptional output of SKN-1A is altered compared to that of non-edited SKN-1C is defined by the extent of sequence editing.

We were particularly struck by the identification of genes that are upregulated by greater than 2-fold in only one of the three SKN-1t transgenic strains (Fig 1B). This finding could imply the existence of unique transcriptional programs that are tied to specific patterns of sequence editing of SKN-1A. However, the 189 genes uniquely upregulated >2-fold by SKN-1t[NNNN] are strongly skewed towards increased expression in the SKN-1t[DNDD] and SKN-1t[NDNN] transgenic animals (S2 Fig). Similarly, the 99 genes uniquely upregulated >2-fold by SKN-1t[NDNN] also show a bias towards increased expression in the other two transgenic strains (S2 Fig). 

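The genes called only in SKN-1t[NNNN] numbered 210. For each sample, log2 CPM (TMM scaling over all 16 samples, prior count 2) was averaged over these genes and the mean of the wild type samples was subtracted. The result was 1.44 ± 0.21 in SKN-1t[NNNN], 1.02 ± 0.29 in SKN-1t[NDNN] and 0.63 ± 0.33 in SKN-1t[DNDD] (SD, n = 4, SD of the wild type 0.13). In each strain all 4 samples lay above all 4 wild type samples (two-sided exact permutation test, p = 0.0286, the smallest that 4 samples against 4 allow, and 0.0367 after Benjamini-Hochberg adjustment over 54 comparisons of 9 gene sets). Differences taken within replicate numbers have the same means, with an SD of 0.23, 0.37 and 0.38 over the 4 numbers. An exact sign-flip test on 4 pairs cannot give a p below 0.125, which is what it gave. SKN-1t[DNDD] lay below SKN-1t[NNNN] by -0.81 (two-sided exact permutation test, p = 0.0286), by -0.67 in replicates 1 and 2 and by -0.95 in replicates 3 and 4. These genes were chosen on the same samples. In genes called only in SKN-1t[NNNN] on replicates 1 and 2 and measured in replicates 3 and 4, SKN-1t[NNNN] lay 0.70 above the wild type and SKN-1t[DNDD] below SKN-1t[NNNN] by -0.45, and in the reverse case the values were 1.65 and -0.31. No other alternative moved the mean in SKN-1t[NNNN] as far.

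Gene by gene, in the direct comparison, 128 of these genes were lower and 1 higher in SKN-1t[DNDD] than in SKN-1t[NNNN] at an adjusted p below 0.05 over this class, 67 were lower when adjusted over all genes, and 164 were lower with the block. For SKN-1t[NDNN] against SKN-1t[NNNN] 1 gene was lower (4 with the block), while 208 had a lower estimate.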

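The genes called only in SKN-1t[NDNN] numbered 108. Their average above the wild type was 0.98 ± 0.15 in SKN-1t[NNNN], 1.39 ± 0.040 in SKN-1t[NDNN] and 0.98 ± 0.37 in SKN-1t[DNDD] (SD, n = 4, SD of the wild type 0.32), and all samples of each strain lay above those of the wild type. SKN-1t[DNDD] and SKN-1t[NNNN] differed by 0.0013 (two-sided exact permutation test, p = 1), but by 0.40 in replicates 1 and 2 and by -0.39 in replicates 3 and 4. SKN-1t[NDNN] was higher than SKN-1t[NNNN] by 0.41 (exact p = 0.0286), with an SD of 0.17 over differences within replicate numbers. Measured in replicates that did not choose the genes, that difference was -0.018 (genes chosen on replicates 1 and 2) and 0.35 (genes chosen on replicates 3 and 4).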

More than 80% of the genes that are apparently uniquely upregulated by SKN-1t[NNNN] or SKN-1t[DNDD] are also upregulated in at least one other SKN-1t-expressing strain when using less stringent criteria (fold-change>1.5, FDR < 0.05) (S2 Fig). These data argue against a unique program of transcriptional upregulation driven by SKN-1t[NNNN] or SKN-1t[NDNN], and rather suggest that the potency of some genes’ activation is fine-tuned by low levels of sequence editing such that they fall just above or below the statistical cutoff used in our primary analysis. In contrast, the 125 genes that are uniquely upregulated >2-fold by SKN-1t[DNDD] correspond to a specific sequence editing-dependent transcriptional program. These genes show a bias towards increased expression in SKN-1t[NDNN]-expressing animals, but not in those expressing SKN-1t[NNNN] (S2 Fig). Thus, these data define a set of genes for which upregulation requires sequence editing and so are potentially regulated by SKN-1A but not by SKN-1C. 

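Under the secondary cutoff, a log2 fold change above 0.585 and an adjusted p below 0.05, 170 of the genes called only in SKN-1t[NNNN] (81.0%) passed in at least 1 other strain, 167 of them in SKN-1t[NDNN] and 38 in SKN-1t[DNDD]. Of the genes called only in SKN-1t[NDNN], 88 (81.5%) passed elsewhere, 76 in SKN-1t[NNNN] and 56 in SKN-1t[DNDD]. Of those called only in SKN-1t[DNDD], 97 (61.8%) passed elsewhere. Only 130 of the last class were tested in all 3 comparisons, and a gene not tested in a strain cannot pass there. In the fits with the replicate block the shares were 84.3%, 90.4% and 26.6%. The last share moved most among the alternatives, to 26.1% when replicates 1 and 2 and replicates 3 and 4 were fitted as a covariate with 2 levels, a choice made after the principal components were seen.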

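The 157 genes called only in SKN-1t[DNDD] averaged 1.57 ± 0.072 above the wild type in that strain (SD, n = 4, SD of the wild type 0.057). This was 1.32 above SKN-1t[NNNN] and 0.82 above SKN-1t[NDNN], with all 4 samples of SKN-1t[DNDD] above all 4 of the other strain (two-sided exact permutation test, p = 0.0286 for both). The difference from SKN-1t[NNNN] was 1.45 in replicates 1 and 2 and 1.20 in replicates 3 and 4, and differences within replicate numbers had an SD of 0.18. It was 1.36 in genes chosen on replicates 1 and 2 and measured in replicates 3 and 4, and 1.79 in the reverse case. In the direct comparison 121 of these genes were higher in SKN-1t[DNDD] than in SKN-1t[NNNN] at an adjusted p below 0.05 over the class (142 with the block), and 98 were higher than in SKN-1t[NDNN] (134 with the block).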

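In SKN-1t[NDNN] these genes averaged 0.75 ± 0.13 above the wild type and in SKN-1t[NNNN] 0.25 ± 0.21 (SD, n = 4), and the samples of both strains lay above all wild type samples. The genes were called against the same wild type samples, which can raise the averages of the other strains too. The average in SKN-1t[NNNN] was 0.090 in replicates 1 and 2 and 0.40 in replicates 3 and 4. It changed sign, to -0.20, in genes chosen on replicates 3 and 4 and measured in replicates 1 and 2, and to -0.016 in members with a mean of at least 10 CPM. SKN-1t[NDNN] lay 0.50 above SKN-1t[NNNN], with an SD of 0.11 over the differences within replicate numbers (two-sided exact permutation test, p = 0.0286). The secondary cutoff was passed by 94 genes (59.9%) in SKN-1t[NDNN] and 25 (15.9%) in SKN-1t[NNNN]. In the direct comparison 66 of the genes were higher in SKN-1t[NDNN] than in SKN-1t[NNNN] at an adjusted p below 0.05 over the class (71 with the block).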

Further, our data suggests that for these genes, strong activation by SKN-1A is contingent upon sequence editing at multiple Asn residues.

232 genes are upregulated by at least 2-fold by all three SKN-1t transgenes, suggesting they may be regulated by both SKN-1A and SKN-1C. On average, these genes are more strongly activated by SKN-1t[NNNN], most modestly upregulated by SKN-1t[DNDD], and the effect of SKN-1t[NDNN] is intermediate (Fig 1C). 

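Averaged over the 239 genes upregulated in all 3 strains, expression above the wild type was 2.83 ± 0.12 in SKN-1t[NNNN], 2.77 ± 0.14 in SKN-1t[NDNN] and 2.34 ± 0.37 in SKN-1t[DNDD] (SD, n = 4, SD of the wild type 0.11). The difference between SKN-1t[NDNN] and SKN-1t[NNNN], -0.052, was smaller than the SD of either strain (two-sided exact permutation test, p = 0.743). SKN-1t[DNDD] was lower than SKN-1t[NNNN] by -0.49 (exact p = 0.0571, adjusted 0.0686) and lower than SKN-1t[NDNN] by -0.43 (exact p = 0.114, adjusted 0.129), so neither difference passed 0.05. The difference from SKN-1t[NNNN] did pass it under RLE scaling, with the median over genes and with members of at least 10 CPM. With those members the difference from SKN-1t[NDNN] passed as well. Upper-quartile scaling, a prior count of 0.5 and members from S2 Table left both above 0.05. Within each replicate number SKN-1t[DNDD] was below both other strains, with an SD over the 4 differences of 0.30 from SKN-1t[NNNN] and 0.23 from SKN-1t[NDNN]. The difference from SKN-1t[NNNN] was -0.23 in replicates 1 and 2 and -0.74 in replicates 3 and 4. Measured in replicates that did not choose the genes it was -1.01 and -0.40.

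**Figure D1:**
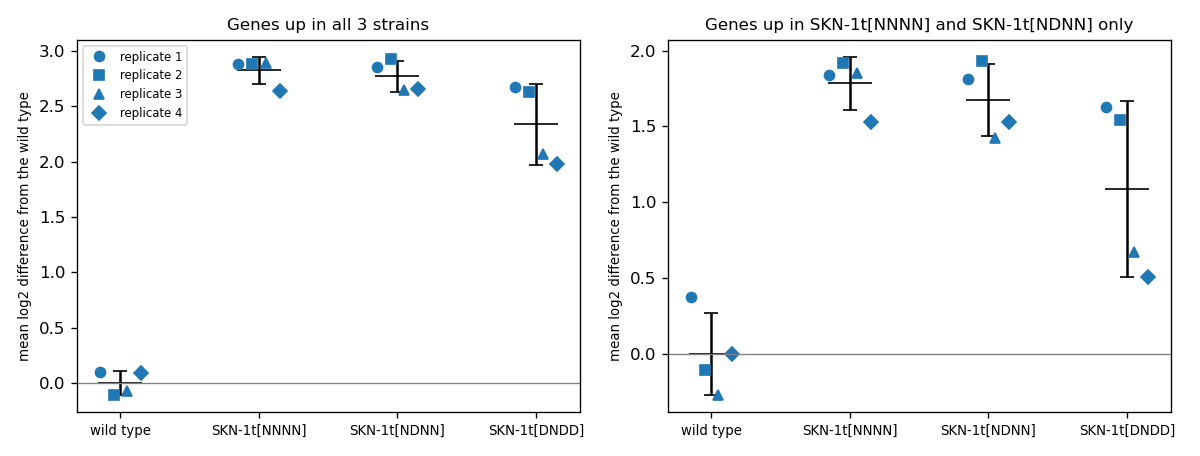
Mean log2 difference from the wild type (vertical axis) over the genes upregulated in all 3 strains, for each sample of the wild type and the 3 SKN-1t strains. Points are samples, with a marker for each replicate number, bars are the mean of 4 samples and error bars their SD.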

The 517 genes that are > 2-fold upregulated by both SKN-1t[NNNN] and SKN-1t[NDNN] are on average more strongly activated by SKN-1t[NNNN] (S3 Fig), and skew towards upregulation in SKN-1t[DNDD]-expressing animals (S3 Fig). 

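The 541 genes called in SKN-1t[NNNN] and SKN-1t[NDNN] but not in SKN-1t[DNDD] averaged 1.78 ± 0.17, 1.67 ± 0.24 and 1.09 ± 0.58 above the wild type in the 3 strains, in that order (SD, n = 4, SD of the wild type 0.27), and all samples of each strain lay above all wild type samples. SKN-1t[NDNN] and SKN-1t[NNNN] differed by -0.11 (two-sided exact permutation test, p = 0.400). SKN-1t[DNDD] was lower than SKN-1t[NNNN] by -0.70 (exact p = 0.0857, adjusted 0.0985) and lower within every replicate number, with an SD of 0.47 over the 4 differences. That difference was -0.29 in replicates 1 and 2 and -1.10 in replicates 3 and 4. The genes were chosen on the same samples for no call in SKN-1t[DNDD], which favours lower values there, also gene by gene. Measured in replicates that did not choose the genes, the difference was -0.86 (genes chosen on replicates 1 and 2) and -0.25 (genes chosen on replicates 3 and 4). In the direct comparison of single genes, 0 differed between SKN-1t[NDNN] and SKN-1t[NNNN] at an adjusted p below 0.05 over the class, and at an unadjusted p below 0.05 14 were lower and 1 higher in SKN-1t[NDNN]. In SKN-1t[DNDD], 100 were lower than in SKN-1t[NNNN] at an adjusted p below 0.05 (313 with the block). The secondary cutoff was passed by 312 (57.7%) in SKN-1t[DNDD], and by 65.7% of the class as the fits with the block defined it.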

Collectively, these data suggest that sequence edited SKN-1A activates many of the same genes that are upregulated by non-edited SKN-1C, but does so less potently, especially if SKN-1A is sequence edited at multiple Asn residues. 

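A total of 92 genes were called in SKN-1t[NDNN] and SKN-1t[DNDD] but not in SKN-1t[NNNN]. They averaged 0.47 ± 0.13 above the wild type in SKN-1t[NNNN], 1.75 ± 0.049 in SKN-1t[NDNN] and 2.23 ± 0.17 in SKN-1t[DNDD] (SD, n = 4, SD of the wild type 0.050). All 4 samples of SKN-1t[DNDD] lay above all 4 of SKN-1t[NDNN], by 0.48 on average (two-sided exact permutation test, p = 0.0286), and by 0.60 in replicates 1 and 2 and 0.35 in replicates 3 and 4, with an SD of 0.15 over the differences within replicate numbers. In replicates that did not choose the genes the difference was 0.19 (genes chosen on replicates 1 and 2) and 0.57 (genes chosen on replicates 3 and 4). The samples of SKN-1t[NNNN] also lay above every wild type sample, and 28 of the genes (30.4%) passed the secondary cutoff there (53.8% of the class as the fits with the block defined it). In the direct comparison 26 of the genes were higher and 1 lower in SKN-1t[DNDD] than in SKN-1t[NDNN] at an adjusted p below 0.05 over the class (36 and 1 with the block).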

The 74 genes that are > 2-fold upregulated by both SKN-1t[NDNN] and SKN-1t[DNDD] are more strongly upregulated by SKN-1t[DNDD] and less pronounced skew towards upregulation in SKN-1t[NNNN]-expressing animals (S3 Fig). This suggests that these genes are more potently activated by extensively sequence-edited SKN-1A and are not subject to regulation by non-edited SKN-1C. Taken together, these data suggest that the extent to which SKN-1A undergoes sequence editing sculpts its function in two ways. First, sequence-edited SKN-1A can upregulate genes that are also regulated by SKN-1C, but activation is dampened in a manner proportional to the number of Asn residues that undergo sequence editing. 

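The strains carry 0, 1 and 3 substitutions, and the genes upregulated in all of them were compared between strains one by one. From SKN-1t[NNNN] to SKN-1t[NDNN], 8 were higher and 1 lower at an adjusted p below 0.05 over the class (11 and 9 with the block), and 140 had a lower estimate. From SKN-1t[NDNN] to SKN-1t[DNDD], 57 were lower and 1 higher (85 and 5 with the block). From SKN-1t[NNNN] to SKN-1t[DNDD], 76 were lower and 15 higher (100 and 21 with the block), and 175 had a lower estimate.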

Second, sequence edited SKN-1A can activate another set of genes that are not regulated by SKN-1C. In this latter case, activation is potentiated in a manner proportional to the extent of sequence editing.

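For the 249 genes called in SKN-1t[DNDD] but not in SKN-1t[NNNN], the direct comparison gave 124 genes higher in SKN-1t[NDNN] than in SKN-1t[NNNN] (137 with the block), 121 higher and 1 lower in SKN-1t[DNDD] than in SKN-1t[NDNN] (170 and 2 with the block) and 197 higher in SKN-1t[DNDD] than in SKN-1t[NNNN] (222 with the block), each at an adjusted p below 0.05 over the class. These genes were chosen on the same samples for a call in SKN-1t[DNDD] and no call in SKN-1t[NNNN], which favours this order of the strains. In replicates that did not set the classes the order of the averages was the same, with SKN-1t[DNDD] above SKN-1t[NNNN] by 1.36 and 1.79 for genes called in SKN-1t[DNDD] only and by 1.29 and 2.83 for genes called in SKN-1t[NDNN] and SKN-1t[DNDD] only (set on replicates 1 and 2, then on replicates 3 and 4). From the overlap of the lists and the order of the strains within them, the paper proposes that editing acts on SKN-1A in both directions: it dampens activation of genes that SKN-1C also regulates and potentiates activation of genes that SKN-1C does not, to a degree set by how many residues are edited.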

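Genes called in SKN-1t[NNNN] or SKN-1t[NDNN] and not in SKN-1t[DNDD] numbered 859 in these fits, genes called in all 3 strains 239, and genes called in SKN-1t[DNDD] but not in SKN-1t[NNNN] 249. In the same order, S2 Table lists 805, 232 and 199 genes under these definitions, of which 793, 230 and 197 are in the lists from these fits. The fits with the replicate block put 613, 365 and 1283 genes in these classes, and the single fit of all samples 574, 438 and 303. The single fit moved 195 genes from the class not called in SKN-1t[DNDD] to the class called in all 3 strains.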

We therefore divided the SKN-1t-upregulated genes into three categories according to the effect of sequence editing on their activation (Fig 2A and S2 Table; see methods): (1) ‘high-D’ genes that are strongly (>2-fold) upregulated by sequence-edited SKN-1t only, likely to be uniquely under the control of sequence edited SKN-1A. (2) ‘overlap’ genes that are strongly upregulated by all three SKN-1t transgenics. These genes are potentially under the control of both SKN-1A and SKN-1C, although non-edited SKN-1C is a more potent activator. (3) ‘low-D’ genes that are strongly upregulated by non-edited and/or SKN-1t edited at a single Asn residue only. These genes are likely to be primarily controlled by SKN-1C but may potentially be regulated by partially sequence edited forms of SKN-1A.

**Fig 2:**
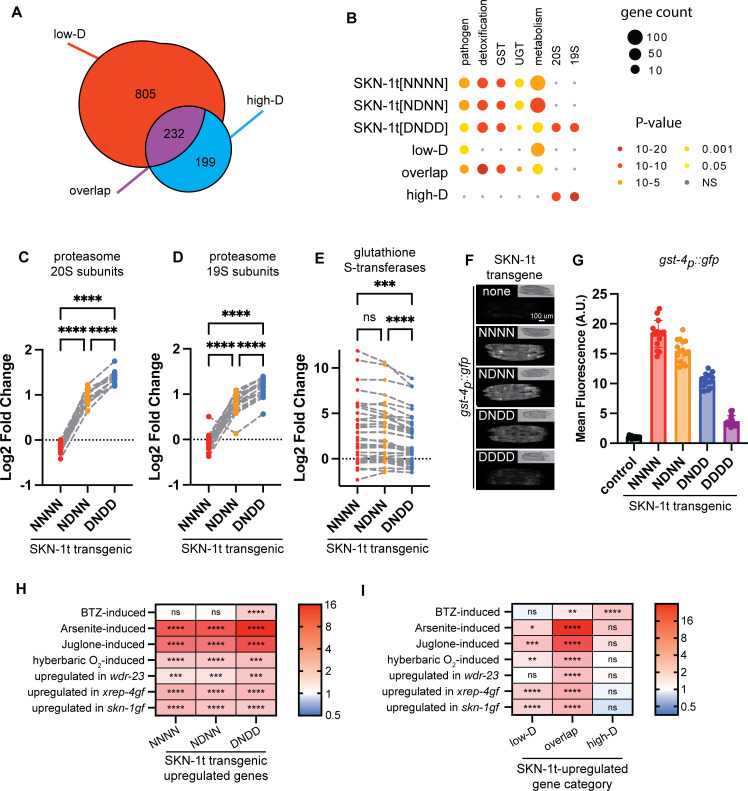
Sequence editing alters the functional profile of gene activation by SKN-1A. A) Classification of SKN-1t-upregulated genes into three classes according to the effect of sequence editing. The three classes are defined as follows: (1) ‘high-D’ genes are upregulated (>2-fold, FDR < 0.01) in SKN-1t[DNDD], but not in SKN-1t[NNNN] transgenics; (2) ‘overlap’ genes are upregulated (>2-fold, FDR < 0.01) in SKN-1t[NNNN], SKN-1t[NDNN] and SKN-1t[DNDD] transgenics; (3) ‘low-D’ genes are upregulated in SKN-1t[NNNN] and/or SKN-1t[NDNN], but not in SKN-1t[DNDD] transgenics. B) WormCat analysis of SKN-1t upregulated genes, showing that these genes are enriched for functions associated with SKN-1. Enrichment of genes related to proteasome functions (19S and 20S proteasome subcomplexes) is dependent on sequence-editing. Enrichment of genes related to other functional categories is not sequence-editing dependent. C) Upregulation of genes encoding proteasome 20S subunits by SKN-1t requires sequence editing. For each transgenic strain, the log2 Fold Change compared to the wild type (non-transgenic) control is plotted. Fold Change of each gene in different transgenic strains is connected by a dashed line. **** p < 0.0001, repeated measures one-way ANOVA with Geisser-Greenhouse correction and Tukey’s multiple comparisons test. D) Upregulation of genes encoding proteasome 19S subunits by SKN-1t requires sequence editing. For each transgenic strain, the log2 Fold Change compared to the wild type (non-transgenic) control is plotted. Fold Change of each gene in different transgenic strains is connected by a dashed line. **** p < 0.0001, repeated measures one-way ANOVA with Geisser-Greenhouse correction and Tukey’s multiple comparisons test. E) Upregulation of genes encoding glutathione-S-transferases by SKN-1t is fine-tuned by sequence editing. For each transgenic strain, the log2 Fold Change compared to the wild type (non-transgenic) control is plotted. Fold Change of each gene in different transgenic strains is connected by a dashed line. **** p < 0.0001, *** p < 0.001, ns p > 0.05, repeated measures one-way ANOVA with Geisser-Greenhouse correction and Tukey’s multiple comparisons test. F) Fluorescence micrographs showing that SKN-1t-driven transcriptional activation of the *gst-4*_*p*_*::gfp* reporter is modulated by mutations that mimic different degrees of sequence editing. Scale bar shows 100 μm. G) Quantification of fluorescence images shown in (F). *gst-4*_*p*_*::gfp* is most potently activated by SKN-1t[NNNN], mimicking activation of SKN-1C, and is most weakly activated by SKN-1t[N325D,N338D, N375D, N403D] (SKN-1t[DDDD]). n = 15 animals measured per genotype. Error bars show mean ± SD. The mean fluorescence of each strain is significantly different to that of every other strain, p < 0.0001, ordinary one-way ANOVA with Tukey’s multiple comparisons test. H and I) SKN-1t-upregulated genes are enriched for genes that are upregulated under diverse stresses and in mutants that display constitutive activation of *skn-1*-dependent stress responses. Enrichment of genes involved in specific stress responses is dependent on sequence editing. Color indicates the enrichment score, calculated as the ratio of the number of overlapping genes over the number of overlapping genes expected by chance. An enrichment score >1 indicates more overlap than expected from two independent gene sets. **** p < 10^-10^, *** p < 10^-5^, ** p < 0.001, * p < 0.01, ns p > 0.01, hypergeometric test. Numerical data for panel G are available in S1 Data.

### Sequence editing alters the functional profile of gene activation by SKN-1A

We used WormCat to define the functional impact of sequence editing [53]. 

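Enrichment of gene families was tested with a one-sided Fisher's exact test against the 14045 genes tested in all 3 comparisons, with Benjamini-Hochberg adjustment over 24 combinations of 4 families and 6 lists. Of 37 *gst-* genes in the background, this exact test found 23 in the list for SKN-1t[NNNN] (odds ratio 23.1, adjusted p = 9.12e-18), 23 in that for SKN-1t[NDNN] (odds ratio 23.7, adjusted p = 5.89e-18) and 17 in that for SKN-1t[DNDD] (odds ratio 26.8, adjusted p = 7.20e-16, and odds ratio 6.59, adjusted p = 5.05e-07 with the block). Of 59 *ugt-* genes, the exact test found 14 in the list for SKN-1t[NNNN] (odds ratio 4.31, adjusted p = 6.10e-05, and odds ratio 4.81, adjusted p = 2.34e-05 with the block), 11 in that for SKN-1t[NDNN] (odds ratio 3.26, adjusted p = 0.00277, and odds ratio 3.03, adjusted p = 0.00692 with the block) and 10 in that for SKN-1t[DNDD] (odds ratio 6.31, adjusted p = 3.33e-05). The cutoff at 1.5-fold lowered the odds ratio of the *ugt-* genes for SKN-1t[DNDD] to 1.58 (adjusted p = 0.230 in the exact test). Lists from fits with the replicate block, a choice made after the data were seen, lowered it to 1.57 (adjusted p = 0.217 in the exact test), since the same number of *ugt-* genes then stood in a list of 1618. With a background of at least 10 CPM, the remaining alternative, it stayed below an adjusted p of 0.05 in the exact test. In the list for SKN-1t[NDNN] the *ugt-* genes no longer passed 0.05 at the 1.5-fold cutoff or with that background. The *ugt-* family changed in both directions, with 16 of 61 tested members upregulated and 14 downregulated in SKN-1t[NNNN]. The categories of the paper's own enrichment analysis were not analysed here.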

In general, genes upregulated by SKN-1t transgenes are enriched for functional categories that correspond to known functions of *skn-1*, including pathogen responses, xenobiotic detoxification, metabolism, glutathione-S-transferases (GSTs), UDP-glucuronosyltransferases (UGTs), and proteasome subunits (Figs 2B and S4). Enrichment for proteasome subunit genes is only found in the SKN-1t[DNDD]-activated genes and is restricted to the ‘high-D’ category, suggesting that high levels of sequence editing are required for their activation (Figs 2B and S5). 

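Of the 14 genes of the 20S proteasome (the *pas-* and *pbs-* genes), all were in the list for SKN-1t[DNDD] (adjusted p = 7.40e-21, one-sided Fisher's exact test, and 2.76e-13 with the block) and all were high-D genes (adjusted p = 2.85e-25). The list for SKN-1t[NDNN] held 7 of them (odds ratio 14.2, adjusted p = 2.98e-05 in the exact test, and odds ratio 14.8, adjusted p = 2.34e-05 with the block). Of the 20 genes of the 19S regulatory particle, the same exact test found 15 in the list for SKN-1t[DNDD] (odds ratio 94.2, adjusted p = 1.84e-18, and odds ratio 31.0, adjusted p = 9.50e-12 with the block), 15 among the high-D genes (odds ratio 219) and 3 in the list for SKN-1t[NDNN] (odds ratio 2.49, adjusted p = 0.228, and odds ratio 3.69, adjusted p = 0.0596 with the block). The list for SKN-1t[NNNN] held 0 genes of either particle. Of these genes 0 were up at an unadjusted p below 0.05, and 5 20S and 2 19S genes were down in that strain.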

Interestingly, all proteasome subunit genes (except for *rpn-6.2*, which is a sperm-specific paralog of *rpn-6.1*) are consistently upregulated in both SKN-1t[NDNN] and SKN-1t[DNDD] transgenics (Fig 2C and 2D). 

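In SKN-1t[NDNN], the log2 fold change of the 20S genes ran from 0.64 (*pbs-2*) to 1.23 (*pas-5*) and that of the 19S genes without *rpn-6.2* from 0.53 (*dss-1*) to 1.09 (*rpn-11*). In SKN-1t[DNDD] it ran from 1.19 (*pbs-5*) to 1.75 (*pas-5*) and from 0.93 (*rpt-6*) to 1.39 (*rpn-8*). The secondary cutoff was passed by all 14 20S genes in both strains, and by 17 of the 19 19S genes in SKN-1t[NDNN] and 19 in SKN-1t[DNDD], with the same numbers under the replicate block. The gene *rpn-6.2* (WBGene00010309, chromosome III, 8999817 to 9001999) had a log2 fold change of 0.13 (standard error 0.282, adjusted p = 0.770, and 0.665 with the block) in SKN-1t[NDNN] and 0.56 (standard error 0.355, adjusted p = 0.244, and 0.0953 with the block) in SKN-1t[DNDD], by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By the same edgeR test its paralog *rpn-6.1* (WBGene00004462, chromosome III, 6959110 to 6962001) had 0.66 (standard error 0.107, adjusted p = 0.00194, and 0.00349 with the block) in SKN-1t[NDNN] and 0.995 (standard error 0.117, adjusted p = 0.000586, and 0.00104 with the block) in SKN-1t[DNDD]. In SKN-1t[NNNN], 1 of the 20S and 3 of the 19S genes had an estimate above 0, and the 20S mean of -0.18 stayed below 0 under RLE (-0.26), upper-quartile (-0.21) and DESeq2 scaling (-0.26) and in the single fit of all samples (-0.30), while *pas-2* and *rpn-8* changed sign under some of them. That single fit shifted the median of all genes by -0.12 on the log2 scale in SKN-1t[NNNN], and upper-quartile scaling shifted it by 0.10 in SKN-1t[DNDD].

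**Figure D2:**
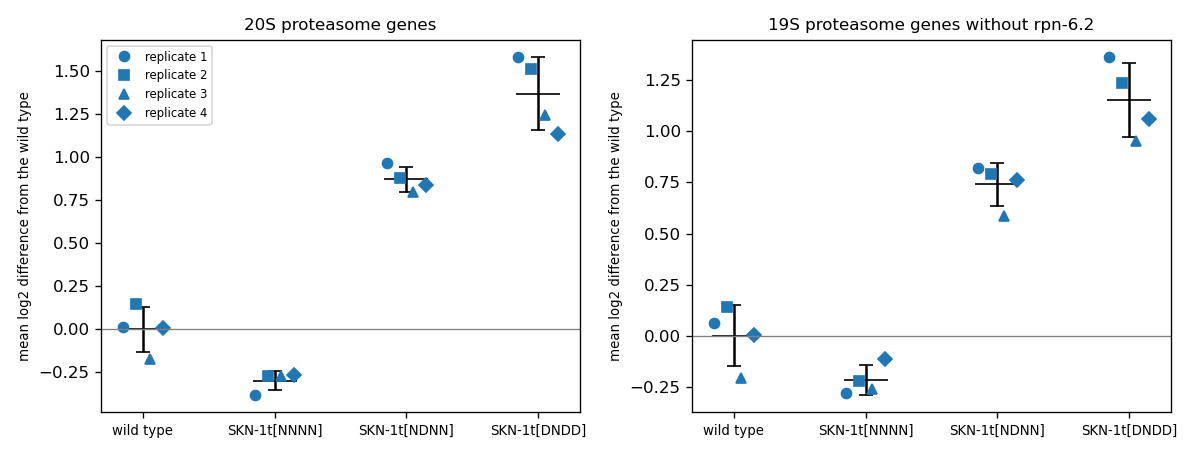
Mean log2 difference from the wild type (vertical axis) over the 20S proteasome genes and over the 19S genes without *rpn-6.2*, for each sample of the wild type and the 3 SKN-1t strains. Points are samples, with a marker for each replicate number, bars are the mean of 4 samples and error bars their SD.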

The upregulation of proteasome subunits by SKN-1t[NDNN] falls just below the 2-fold change cut-off used in our analysis, explaining the lack of enrichment. These data indicate an essential role for extensive sequence editing in SKN-1A/Nrf1-mediated activation of proteasome biogenesis. 

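In SKN-1t[NDNN], 7 of the 14 20S genes and 3 of the 19 19S genes other than *rpn-6.2* were above 2-fold, and each of these also passed the adjusted p (7 and 4 with the block). Over genes, the mean log2 fold change was 0.96 ± 0.15 (SD over genes) for the 20S and 0.83 ± 0.16 for the 19S, and above 0 under each scaling tried. The gene *rpt-3* (WBGene00004503, chromosome III, 6489793 to 6491282) had a log2 fold change of 0.94 (standard error 0.106, adjusted p = 0.000401, and 0.00119 with the block) in SKN-1t[NDNN] by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.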

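Averaged over genes per sample, the 20S genes stood at -0.30 ± 0.058 in SKN-1t[NNNN], 0.87 ± 0.072 in SKN-1t[NDNN] and 1.37 ± 0.21 in SKN-1t[DNDD] relative to the wild type, and the 19S genes without *rpn-6.2* at -0.22 ± 0.074, 0.74 ± 0.11 and 1.15 ± 0.18 (SD, n = 4, SD of the wild type 0.13 and 0.15). The 20S average was 0.50 higher in SKN-1t[DNDD] than in SKN-1t[NDNN] and 1.67 higher than in SKN-1t[NNNN], and the 19S average 0.41 and 1.37 higher. The signs of these averages were the same under RLE and upper-quartile scaling. In each of these comparisons all samples of SKN-1t[DNDD] lay above all samples of the other strain (two-sided exact permutation test, p = 0.0286). The differences from SKN-1t[NDNN] within replicate numbers had an SD of 0.16 (20S) and 0.10 (19S). In replicates 1 and 2 SKN-1t[DNDD] was above SKN-1t[NDNN] by 0.62 (20S) and 0.49 (19S), and in replicates 3 and 4 by 0.37 and 0.33. All 14 20S and all 19 19S genes were higher in SKN-1t[DNDD] than in SKN-1t[NNNN] at an adjusted p below 0.05. The 20S average in SKN-1t[NNNN] was below every wild type sample (exact p = 0.0286), and the 19S average was lower with overlap between the samples (exact p = 0.0571).

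For genes that act on SKN-1A, *ddi-1* (WBGene00015308, chromosome IV, 6522867 to 6524571) had a log2 difference between SKN-1t[DNDD] and SKN-1t[NDNN] of 0.71 (standard error 0.0656, adjusted p = 0.000123, and 0.000126 with the block) and *png-1* (WBGene00010160, chromosome I, 11380231 to 11388751) of -0.19 (standard error 0.0776, adjusted p = 0.236, and 0.0723 with the block), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From the wild type, *png-1* in SKN-1t[DNDD] differed by -0.43 (standard error 0.102, adjusted p = 0.0152, and 0.0203 with the block), and from SKN-1t[NNNN] by -0.19 (standard error 0.0776, adjusted p = 0.112, and 0.0490 with the block), in the same edgeR test.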

The more potent activation of proteasome subunits by more highly sequence-edited SKN-1t is consistent with our previous findings using a proteasome subunit transcriptional reporter [21].

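Of the *gst-* genes in the background, 17 were called in all 3 strains (odds ratio 52.7, adjusted p = 3.35e-20, one-sided Fisher's exact test, and odds ratio 33.3, adjusted p = 6.16e-17 with the block), 6 were low-D (odds ratio 3.19, adjusted p = 0.0306, and odds ratio 4.61, adjusted p = 0.00692 with the block) and 0 were high-D. Of the *ugt-* genes, 10 were called in all 3 strains (odds ratio 12.2, adjusted p = 1.36e-07 in the exact test, and odds ratio 6.89, adjusted p = 4.26e-05 with the block), 4 were low-D (odds ratio 1.19, adjusted p = 0.663, and odds ratio 1.72, adjusted p = 0.326 with the block) and 0 were high-D.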

Genes associated with detoxification and oxidative stress defense functions are concentrated in the ‘overlap’ category, suggesting sequence-edited SKN-1A and non-edited SKN-1C are both competent to activate oxidative stress response/detoxification genes (Figs 2B and S5). GSTs are important effectors of these responses, and the same subset of GST genes is upregulated in all three transgenic strains (Fig 2E). 

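Among 44 *gst-* genes in the count table, 24 were upregulated in at least 1 strain, 24 each in SKN-1t[NNNN] and SKN-1t[NDNN] and 17 in SKN-1t[DNDD] (23, 25 and 17 with the block). Those called in SKN-1t[DNDD] were all called in the other strains as well: *gst-1*, *gst-12*, *gst-14*, *gst-16*, *gst-2*, *gst-25*, *gst-30*, *gst-31*, *gst-34*, *gst-35*, *gst-38*, *gst-39*, *gst-4*, *gst-40*, *gst-5*, *gst-7* and *gst-8*. The other 7 were low-D. The mean of the family was above 0 in each strain under TMM, RLE, upper-quartile and DESeq2 scaling and in the single fit of all samples. Not every member rose. The log2 fold change of *gst-9* (WBGene00001757, chromosome II, 4891585 to 4893573) in SKN-1t[NNNN] was -2.31 (standard error 0.305, adjusted p = 0.000617, and 0.00463 with the block) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.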

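Averaged over the 17 *gst-* genes upregulated in all 3 strains, expression above the wild type was 5.20 ± 0.17 in SKN-1t[NNNN], 4.98 ± 0.24 in SKN-1t[NDNN] and 3.98 ± 0.56 in SKN-1t[DNDD] (SD, n = 4, SD of the wild type 0.10). SKN-1t[DNDD] was lower than SKN-1t[NNNN] by -1.22 and lower than SKN-1t[NDNN] by -1.004, with all 4 of its samples below all 4 of the other strain (two-sided exact permutation test, p = 0.0286). SKN-1t[NDNN] and SKN-1t[NNNN] differed by -0.22 (exact p = 0.171). Within replicate numbers, the differences of SKN-1t[DNDD] from SKN-1t[NNNN] and from SKN-1t[NDNN] had an SD of 0.47 and 0.33. SKN-1t[DNDD] was below SKN-1t[NNNN] by -0.83 in replicates 1 and 2 and by -1.62 in replicates 3 and 4. The median over genes in place of the mean, the alternative that moved the difference most, gave -0.31, which was no longer past 0.05 (adjusted p = 0.164 in the exact permutation test), nor was the difference from SKN-1t[NDNN] (adjusted p = 0.137). RLE and upper-quartile scaling kept the sign.

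The gene *gst-4* (WBGene00001752, chromosome IV, 10142225 to 10143099) was at 37.1 ± 5.89 CPM in the wild type, 2462 ± 373 CPM in SKN-1t[NNNN], 2109.6 ± 242 CPM in SKN-1t[NDNN] and 919 ± 448 CPM in SKN-1t[DNDD]. Its log2 fold change by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 6.13 (standard error 0.176, adjusted p = 2.42e-07, and 0.000113 with the block) in SKN-1t[NNNN], 5.90 (standard error 0.165, adjusted p = 1.92e-07, and 5.06e-05 with the block) in SKN-1t[NDNN] and 4.62 (standard error 0.394, adjusted p = 0.000172, and 0.000444 with the block) in SKN-1t[DNDD], and by the same edgeR test SKN-1t[DNDD] differed from SKN-1t[NNNN] by -1.41 (standard error 0.282, adjusted p = 0.00527, and 0.00195 with the block).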

Whilst each GST gene is induced to a similar extent in each SKN-1t-expressing strain, the average extent of induction in the SKN-1t[DNDD]-expressing animals is reduced compared to the other two strains (Fig 2E). This finding matches the generally attenuated activation of genes in the ‘overlap’ category by SKN-1t[DNDD] (Fig 1C). Thus, these data suggest that sequence editing attenuates the extent of activation of oxidative stress responsive genes by SKN-1A. We confirmed this effect with a GFP reporter for the transcription of *gst-4* (*gst-4*_p_*::gfp)*, which is induced in a *skn-1*-dependent manner during oxidative stress [39,54] (Fig 2F and 2G). These results suggest that sequence editing fine tunes SKN-1A function by differentially adjusting the upregulation of genes across different functional classes.

### Sequence editing adjusts gene activation by SKN-1 isoforms to mediate distinct stress responses

We next examined the relationship between sequence editing and stress-responsive gene expression programs linked to *skn-1*. First, we compared different classes of SKN-1t-activated genes to genes that are induced in animals exposed to the proteasome inhibitor bortezomib (BTZ), which triggers SKN-1A-dependent activation of proteasome subunit gene expression [20,55]. BTZ-induced genes are highly enriched amongst the genes upregulated by SKN-1t[DNDD]-expressing animals, but not the other transgenic strains (Fig 2H). This suggests that highly sequence-edited forms of SKN-1A drive transcriptional adaptation to proteasome inhibition. Additionally, BTZ-induced genes are not enriched in the ‘low-D’ category (Fig 2I), arguing against strong BTZ-induced activation of SKN-1A that has undergone low levels of sequence editing, or activation of SKN-1C. Interestingly, BTZ-induced genes are enriched in the ‘overlap’ category (Fig 2I), suggesting that during proteasomal inhibition, genes typically activated by SKN-1C (see below) may be under the transcriptional control of SKN-1A. Consistently, *gst-4*, a gene in the overlap category, is induced in a *skn-1a* and *png-1*-dependent manner following BTZ exposure [21]. Strikingly, the genes from the ‘high-D’ category that are also induced by WT animals in response to BTZ include almost all proteasome subunits and many other proteins implicated in UPS function (S3 Table). Thus, these data indicate the transcriptomic basis for the essential role of sequence editing of SKN-1A in proteasome inhibitor resistance.

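All 71 genes of S3 Table were upregulated in SKN-1t[DNDD] in these fits (70 with the block), 19 in SKN-1t[NDNN] (17 with the block) and 0 in SKN-1t[NNNN] (1 with the block, and 1 over 2-fold at an unadjusted p below 0.05). The secondary cutoff was passed by 60 in SKN-1t[NDNN] and 5 in SKN-1t[NNNN]. Their mean log2 fold change was 0.077 ± 0.47 in SKN-1t[NNNN], 0.84 ± 0.45 in SKN-1t[NDNN] and 1.38 ± 0.38 in SKN-1t[DNDD] (SD over genes). Compared directly with SKN-1t[NNNN], 69 of them were higher in SKN-1t[DNDD] at an adjusted p below 0.05. The paper drew these genes from its list of genes called in SKN-1t[DNDD] and not in SKN-1t[NNNN] in the same samples, so the calls in SKN-1t[DNDD] and SKN-1t[NNNN] and the difference between them follow from that choice. The published data on BTZ were not analysed here.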

Genes induced under oxidative stress conditions (10 mM sodium arsenite, 38 uM juglone, or hyperbaric oxygen) are highly enriched in the genes upregulated in all three SKN-1t transgenic strains [56–58] (Fig 2H). But critically, when SKN-1t-upregulated genes are divided according to sensitivity to sequence editing, there is only enrichment in the ‘overlap’ and ‘low-D’ categories, not the ‘high-D category’ (Fig 2I). A similar pattern of enrichment is present among genes activated by animals harboring mutations that cause hyperactivation of *skn-1*-dependent oxidative stress responses [59,60] (Fig 2H and 2I). The lack of enrichment in the ‘high-D’ category argues that non-edited SKN-1C is the primary driver of the oxidative stress response. Genes from the ‘overlap’ category that are induced by WT animals in response to multiple oxidants include many with putative oxidative stress and detoxification related functions (S4 Table). 

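The 39 genes of S4 Table, which the paper drew from the genes called in all 3 strains in the same samples, were so called here, and in fits with the replicate block 39 were called in SKN-1t[NNNN], 38 in SKN-1t[NDNN] and 39 in SKN-1t[DNDD]. Their mean log2 fold change was 4.52 ± 2.08 in SKN-1t[NNNN], 4.39 ± 1.97 in SKN-1t[NDNN] and 3.61 ± 1.77 in SKN-1t[DNDD] (SD over genes). Between SKN-1t[DNDD] and SKN-1t[NNNN], 22 of them were lower and 4 higher in SKN-1t[DNDD] at an adjusted p below 0.05.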

Strikingly, most of these genes are also induced in animals exposed to BTZ (S4 Table). Thus, although our data imply that they are driven by different forms of SKN-1, the transcriptional responses to BTZ and to oxidative stress do overlap.

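The 25 genes that S4 Table marks as induced by BTZ had a mean log2 fold change of 4.74 ± 2.33 in SKN-1t[NNNN], 4.67 ± 2.21 in SKN-1t[NDNN] and 3.95 ± 1.999 in SKN-1t[DNDD] (SD over genes), and each passed the primary cutoff in every strain, with and without the block.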

Collectively, these data suggest that different forms of SKN-1 can drive upregulation of overlapping transcriptional programs that are tailored for different stress conditions. In a straightforward model, sequence-edited SKN-1A mediates the response to proteasome inhibition, and (non-edited) SKN-1C drives the response to oxidative stress. However, the transcriptional output of sequence edited SKN-1A overlaps with that of SKN-1C to include many genes implicated in oxidative stress responses. As a result, these data also raise the possibility that sequence edited SKN-1A and SKN-1C both contribute to oxidative stress responses.

### Isoform-specific functions of SKN-1A and SKN-1C

To address the possible overlapping functions of SKN-1A and SKN-1C, we sought to compare the phenotypic effects of genetic inactivation of each isoform in isolation, or both in combination. To analyze the effect of eliminating SKN-1C with minimal alteration to SKN-1A levels or function, we replaced the initiator ATG of the SKN-1C isoform open reading frame (ORF) with GCT, which encodes alanine and cannot serve to initiate translation (Fig 3A). There are no nearby in-frame start codons that might be used as alternative translation initiation sites in animals lacking the canonical SKN-1C start codon, so this mutation is likely to eliminate SKN-1C expression. The initiator methionine of SKN-1C is also the 91^st^ amino acid of the SKN-1A ORF. Thus, animals harboring this engineered mutation are expected to lack SKN-1C and produce a mutant form of SKN-1A harboring an M91A amino acid substitution. We generated this mutation (the *nic952* allele) by CRISPR/Cas9 gene editing and confirmed the correct edit by Sanger sequencing. For simplicity, we hereafter refer to animals harboring the *skn-1*(*nic952*[M1A/M91A]) allele as *skn-1c* mutants. We will refer to animals harboring the *skn-1*(*mg570*) allele, which introduces a stop codon to a *skn-1a*-specific exon [20], as *skn-1a* mutants; and animals harboring the *skn-1*(*zu67*) allele, which introduces a premature stop codon into an exon shared by *skn-1a* and *skn-1c* coding sequences [61], as *skn-1ac* mutants (Fig 3A).

**Fig 3:**
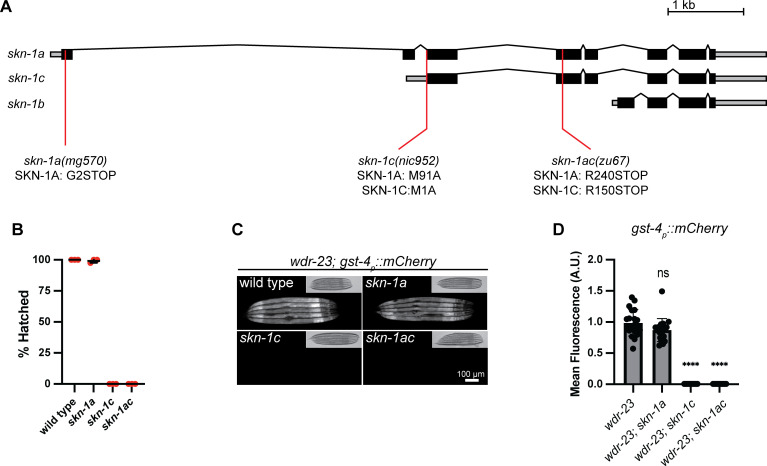
Removal of the initiator methionine of the SKN-1C isoform impairs some *skn-1* functions. A) Schematic showing the *skn-1* locus and the locations of mutations used in this study. *mg570* is a premature termination codon specific to the *skn-1a* coding sequence [G2STOP]. The *nic952* allele replaces the initiator methionine of the *skn-1c* open reading frame with an alanine codon [M1A], also altering the 91^st^ codon of the *skn-1a* coding sequence [M91A]. *zu67* is a premature termination codon that affects both the *skn-1a* and *skn-1c* coding sequences [R240STOP and R150STOP, respectively]. B) Abrogation of the *skn-1c* initiator methionine causes a maternal-effect lethal phenotype. Error bars show mean ± SD. Results of n = 3 replicate experiments are shown. Hatching of at least 50 embryos was scored for each replicate. C) Fluorescence images showing the effect of *skn-1* mutations on hyperactivation of *gst-4*_*p*_*::mCherry* in animals lacking WDR-23. Hyperactivation of *gst-4*_*p*_*::mcherry* does not require SKN-1A, but is abrogated in animals lacking SKN-1C. Scale bar shows 100 μm. D) Quantification of the effect of *skn-1* mutations on hyperactivation of *gst-4*_*p*_*::mCherry* in animals lacking WDR-23. n = 20 animals per genotype. Error bars show mean ± SD. **** p < 0.0001, ns p > 0.05, ordinary one-way ANOVA with Tukey’s multiple comparisons test. Numerical data for panels B and D are available in S1 Data.

The *skn-1ac* mutation causes maternal effect embryonic lethality [62,63]. Notably, this maternal effect lethality is shared with *skn-1c* mutants, whereas *skn-1a* mutants do not show any sign of embryonic lethality (Fig 3B). We conclude that the elimination of the SKN-1C initiator methionine abrogates an essential function of a maternally derived *skn-1* gene product in embryonic development. WDR-23 is thought to prevent constitutive activation of *gst-4* by inhibiting SKN-1C [39]. We tested the effect of abrogation of the *skn-1c* initiator methionine on constitutive activation of a *gst-4*_*p*_*::mCherry* reporter in a *wdr-23* null mutant. Strikingly, hyperactivation of *gst-4*_*p*_*::mCherry* is lost in *skn-1c* and *skn-1ac* mutants but is unaltered in animals lacking SKN-1A (Fig 3C and 3D). We conclude that elimination of the SKN-1C initiator methionine abrogates upregulation of *gst-4* caused by loss of WDR-23.

These data suggest that the SKN-1C isoform non-redundantly performs some *skn-1* functions. However, the *skn-1c* mutation also affects SKN-1A (via the M91A amino acid substitution). As such, these data do not exclude the possibility that SKN-1A[M91A] is non-functional, and the two SKN-1 isoforms act redundantly in embryonic development or downstream of WDR-23. Animals lacking SKN-1A are defective in regulation of proteasome subunit gene expression and are highly sensitive to killing by the proteasome inhibitor BTZ [20,21]. To test whether the M91A amino acid substitution interferes with SKN-1A function, we examined the sensitivity of *skn-1c* mutants to BTZ. We confirmed that both *skn-1a* and *skn-1ac* mutants are highly sensitive to BTZ-mediated killing and growth inhibition as expected. However, *skn-1c* mutants are not sensitive, instead they exhibit survival and growth comparable to wild type animals (Fig 4A and 4B). Consistently, both the basal expression level and the BTZ-responsive upregulation of the proteasome subunit gene expression *rpt-3*_*p*_*::gfp* is unchanged in *skn-1c* mutant animals compared to the wild type (Fig 4C and 4D). Further, *skn-1c* mutants, unlike *skn-1a* or *skn-1ac* mutant animals, do not show any defect in proteasome function as measured by degradation of unstable Ub[G76V]::GFP [64–66] (Figs 4E, 4F and S6). In sum, proteasome regulation and function are normal in the *skn-1c* mutants, indicating that the M91A amino acid substitution does not disrupt SKN-1A function. We conclude that the phenotypic consequences of the *skn-1c* mutation result from inactivation of SKN-1C.

**Fig 4:**
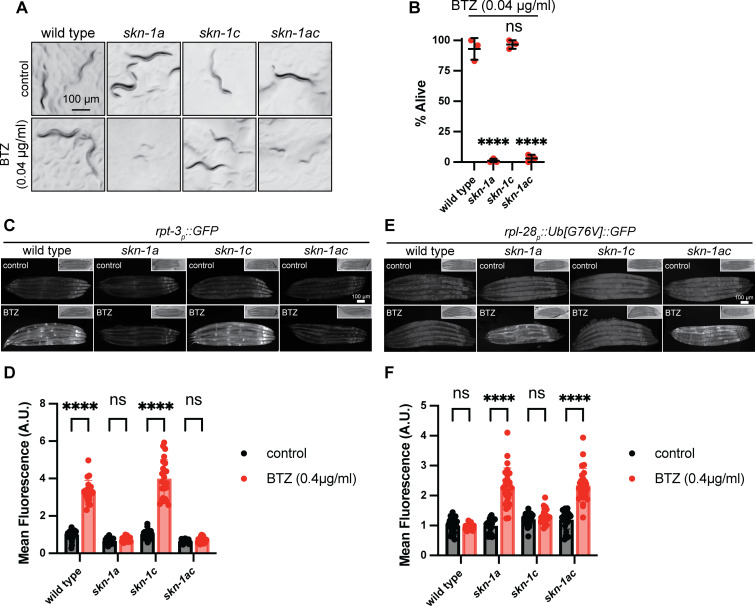
Removal of the initiator methionine of the SKN-1C isoform does not impact SKN-1A functions. A) Images showing that abrogation of the *skn-1c* initiator methionine does not cause hypersensitivity to growth inhibition by bortezomib. 5-10 L4 animals were shifted to control (DMSO) or 0.04 µg/ml (104 nM) bortezomib-supplemented plates and the growth of their progeny imaged after 3 days. *skn-1a* and *skn-1ac* mutant animals show early larval arrest/lethality, whereas *skn-1c* animals develop similarly to the wild type. Scale bar shows 100 μm. B) Abrogation of the *skn-1c* initiator methionine does not reduce survival of adult animals exposed to bortezomib. Late L4 stage animals of each genotype were shifted to bortezomib supplemented plates (0.04 µg/ml, 104 nM) and checked for survival after 4 days. Results of n = 3 replicates are shown. Survival of 30 animals was tested for each replicate. Error bars show mean ± SD. **** p < 0.0001, ns p > 0.05 (p-values comparing mean survival of each mutant to the wild-type control), ordinary one-way ANOVA with Dunnett’s multiple comparisons test. C) Fluorescence micrographs showing induction of the *rpt-3*_*p*_*::gfp* proteasome subunit reporter following bortezomib exposure. Animals were transferred to plates supplemented with 0.4 µg/ml BTZ for 20 hours prior to imaging. Abrogation of the *skn-1c* initiator methionine does not reduce stress-responsive induction of the reporter. Scale bar shows 100 μm. D) Quantification of *rpt-3*_*p*_*::gfp* induction in *skn-1* mutants shown in (C). n > 20 animals were measured per genotype/condition. Error bars show mean ± SD. **** p < 0.0001, ns p > 0.05, ordinary two-way ANOVA with Sidak’s multiple comparisons test. E) Fluorescence micrographs showing accumulation of the proteasome substrate Ub[G76V]::GFP following exposure to the proteasome inhibitor bortezomib. Animals were raised at 25°C to the L4 stage, and then transferred to plates supplemented with 0.4 ug/ml BTZ for 20 hours prior to imaging. Abrogation of the *skn-1c* initiator methionine does not compromise animals’ ability to maintain proteasome function following bortezomib challenge. Scale bar shows 100 μm. F) Quantification of Ub[G76V]::GFP in *skn-1* mutants shown in (E). n > 20 animals were measured per genotype/condition. Error bars show mean ± SD. **** p < 0.0001, ns p > 0.05, ordinary two-way ANOVA with Sidak’s multiple comparisons test. Numerical data for panels B, D, and F are available in S1 Data.

Numerous studies have indicated critical roles for *skn-1* in normal lifespan and longevity through regulation of various cellular and organismal processes [67–70]. The lifespan of animals lacking SKN-1A is reduced to the same extent as those lacking both SKN-1A and SKN-1C [64]. Interestingly, the lifespan of *skn-1c* mutants is unaltered compared to the wild type (Fig 5A and S5 Table). Additionally, *skn-1ac* and *skn-1a* mutants both display an accelerated age-related vulval integrity defect (the Avid phenotype) compared to the wild type, indicative of an age-dependent defect in tissue homeostasis [64,71]. However, the *skn-1c* mutation does not have this effect (Fig 5B). These data indicate that SKN-1C is not required for normal lifespan or to maintain tissue homeostasis during aging.

**Fig 5:**
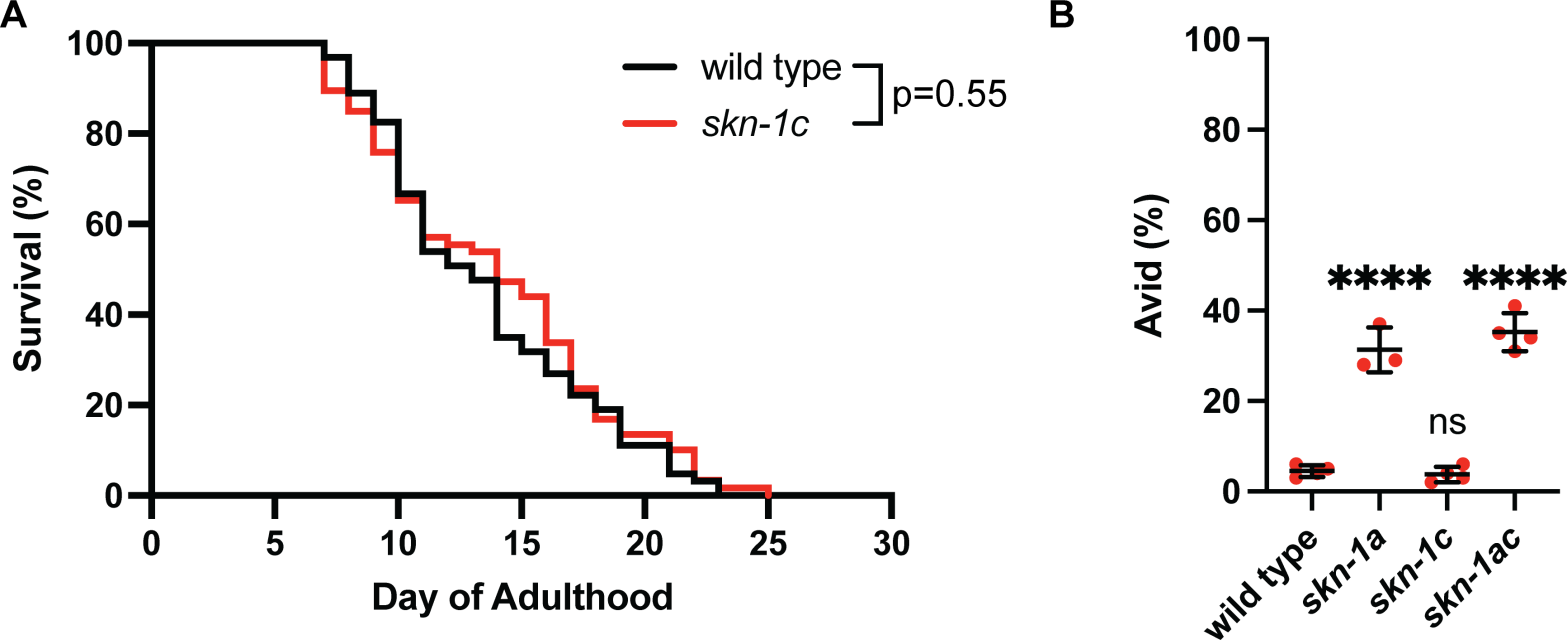
SKN-1C is not required for normal lifespan or tissue integrity during aging. A) Survival curve showing that the lifespan *of skn-1c* mutant animals is not reduced compared to the wild type. p = 0.55, Log-rank (Mantel-Cox) test. Survival of n > 60 animals was measured for each genotype. B) Analysis of vulval degeneration in day 7 adults. *skn-1a* and *skn-1ac*, but not the *skn-1c* mutation, cause increased age-associated vulval degeneration. n = 3 or n = 4 replicate experiments are shown. Age-dependent vulval degeneration of at least 50 animals was assayed for each replicate. Error bars show mean ± SD. **** p < 0.0001, ns p > 0.05, ordinary one-way ANOVA with Dunnett’s multiple comparisons test. Numerical data for panel B are available in S1 Data.

Together, these data indicate that SKN-1A and SKN-1C perform at least some separate and non-redundant functions. SKN-1A is required for some processes that are unaffected in animals lacking SKN-1C: (1) proteasome regulation, and (2) normal lifespan and maintenance of tissue homeostasis during aging. In contrast, SKN-1C is required for some processes that are unaffected in animals lacking SKN-1A: (1) embryogenesis, and (2) hyperactivation of *gst-4* caused by loss of WDR-23. We generated transcriptional reporters and confirmed that SKN-1A and SKN-1C isoforms are both constitutively expressed in ~all somatic tissues (S7 Fig). Thus, these functional distinctions between the two isoforms are unlikely to be explained by differences in their expression patterns but instead reflect distinct mechanisms of activation and/or target specificity.

### SKN-1A and SKN-1C are both required for optimal oxidative stress resistance

Mutations or RNAi conditions that simultaneously ablate SKN-1A and SKN-1C render animals highly sensitive to oxidative stress [32,33,72,73]. Transgenic expression of SKN-1C can rescue this defect, but overexpression of SKN-1C from a transgene may mask any contribution of SKN-1A [33,73]. We therefore sought to clarify the individual contributions of endogenous SKN-1A and SKN-1C by comparing the *skn-1a*, *skn-1c* and *skn-1ac* mutants’ ability to withstand oxidative stress.

Arsenite (AS) is reactive to thiol groups of proteins and glutathione and stimulates reactive oxygen species (ROS) production, all of which contribute to oxidative stress [74]. Arsenite exposure leads to *skn-1*-dependent activation of antioxidant and detoxification gene expression and *skn-1* mutants that lack both the SKN-1A and SKN-1C isoforms are highly sensitive to killing by arsenite [33]. We confirmed that *skn-1ac* mutants are profoundly sensitive to arsenite; the survival of *skn-1ac* animals is significantly reduced compared to the wild type at all three AS concentrations tested (1–3 mM) (Fig 6A–6C). Almost all *skn-1ac* animals die within 24 hours of exposure to 2mM or 3mM arsenite, even though almost all wild type animals survive. The reduction in survival of animals lacking *skn-1a* compared to the wild type was not statistically significant at any concentration, whereas *skn-1c* mutants showed a significant reduction in survival compared to wild type when exposed to 2 mM or 3mM arsenite (Fig 6A–6C). These results suggest that endogenous SKN-1C, but not SKN-1A, is sufficient for normal arsenite resistance under these conditions. Nonetheless, *skn-1ac* mutants have lower survival rates than animals lacking only SKN-1C at both 2mM and 3mM arsenite, indicating that endogenous SKN-1A contributes to arsenite resistance in the absence of SKN-1C (Fig 6B and 6C).

**Fig 6:**
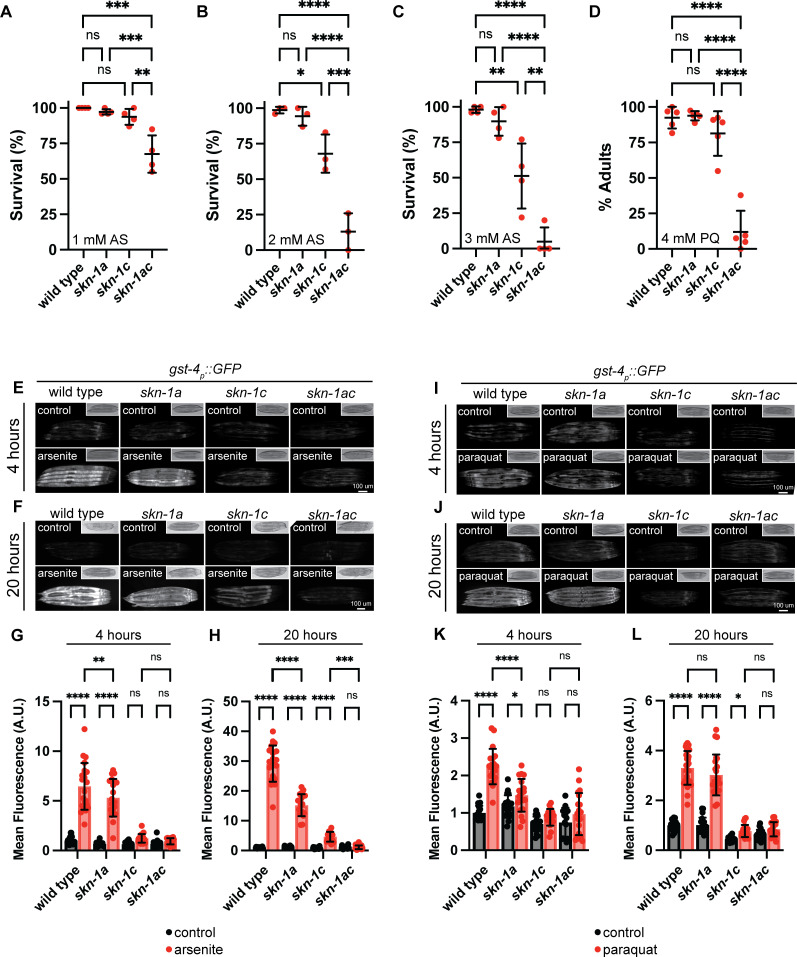
SKN-1A and SKN-1C are both required for optimal oxidative stress resistance. A-C) Survival of animals exposed to 1-3 mM arsenite. Late L4 stage animals of each genotype were shifted to arsenite supplemented plates and checked for survival after 24 hours. Results of n = 3 replicates are shown, survival of at least 20 animals was tested for each replicate. Error bars show mean ± SD. **** p < 0.0001, *** p < 0.001, ** p < 0.01, * p < 0.05, ns p > 0.05, ordinary one-way ANOVA with Tukey’s multiple comparisons test. D) Development of animals in the presence of 4 mM paraquat showing that *skn-1a* and *skn-1c* are redundantly required for development in the presence of paraquat. Development was scored 7 days after synchronized egg lay. Results of n = 5 replicates are shown, at least 35 animals’ development was assayed for each replicate. Error bars show mean ± SD. **** p < 0.0001, ns p > 0.05, ordinary one-way ANOVA with Šídák’s multiple comparisons test. E, F) Fluorescence micrographs showing that *skn-1a* and *skn-1c* both contribute to full activation of *gst-4*_*p*_*::gfp* following arsenite exposure (2 mM, 4-20 hours). Scale bar shows 100 μm. G, H) Quantification of *gst-4*_*p*_*::gfp* induction in *skn-1* mutants exposed to arsenite as shown in (E, F). n > 19 animals per genotype/condition. Error bars show mean ± SD. **** p < 0.0001, *** p < 0.001, ** p < 0.01, ns p > 0.05, ordinary two-way ANOVA with Sidak’s multiple comparisons test. I, J) Fluorescence micrographs showing induction of *gst-4*_*p*_*::gfp* following paraquat exposure (3 mM, 4-20 hours). Activation of *gst-4*_*p*_*::gfp* under this condition is lost in *skn-1c* but not *skn-1a* mutants. Scale bar shows 100 μm. K, L) Quantification of *gst-4*_*p*_*::gfp* induction in *skn-1* mutants exposed to paraquat. as shown in (I, J). n > 19 animals per genotype/condition. Error bars show mean ± SD. **** p < 0.0001, * p < 0.05, ns p > 0.05, ordinary two-way ANOVA with Sidak’s multiple comparisons test. Numerical data for panels A-D, G, H, K and L are available in S1 Data.

Paraquat (PQ) is highly toxic, causes ROS production and oxidative stress [75]. Like AS, PQ triggers a *skn-1*-dependent transcriptional response, and *skn-1* mutants are more sensitive than the wild type to killing by PQ [32]. We measured animals’ development in the presence of 4 mM PQ, a concentration that we found causes a severe developmental delay in wild type animals (Fig 6D). Strikingly, the developmental rate of *skn-1a* or *skn-1c* mutants exposed to PQ was similar to that of wild-type animals, whereas the *skn-1ac* mutants were significantly delayed (Fig 6D). This indicates that SKN-1A and SKN-1C redundantly confer oxidative stress resistance in the context of PQ exposure during development. Although the relative contribution of each isoform can clearly differ depending on the type of oxidative stress applied, collectively, these data reveal that both SKN-1A and SKN-1C are required for optimal oxidative stress resistance. We attempted but were not able to establish robust assays for the effect of AS on developmental progression, or the effect of PQ on adult survival.

### SKN-1A and SKN-1C have distinct functions in regulation of gene expression during oxidative stress

*gst-4*_*p*_*::gfp*, is activated in a *skn-1*-dependent manner during oxidative stress [39,76]. As expected, *gst-4*_*p*_*::gfp* induction following either AS or PQ exposure is completely abrogated in the *skn-1ac* mutants (Fig 6E–6L). In the isoform-specific mutants, *gst-4*_*p*_*::gfp* induction in response to AS is primarily dependent on SKN-1C, although SKN-1A contributes to full activation of the response (Fig 6E–6H). The reporter is weakly induced after 20 hours of AS exposure in *skn-1c* mutants in a way that requires SKN-1A, as this induction is absent in the *skn-1ac* mutants (Fig 6F and 6H). *gst-4*_*p*_*::gfp* induction in animals exposed to PQ is completely lost in animals lacking SKN-1C (Fig 6I–6L). There is a significant reduction in induction in *skn-1a* mutants following 4 hours PQ exposure, suggesting that SKN-1A may play a role in ensuring rapid *gst-4*_*p*_*::gfp* induction (Fig 6I and 6K). These results suggest that SKN-1A and SKN-1C can both contribute to the regulation of *gst-4::gfp* expression during oxidative stress. *gst-4*_*p*_*::gfp* expression is also induced when proteasome function is impaired [76], but in that context, *skn-1a* is essential [21]. Further, XREP-4, which promotes *gst-4*_*p*_*::gfp* activation under oxidative stress, is not required for *gst-4*_*p*_*::gfp* activation in the context of proteasome impairment [77]. Thus, although SKN-1A and SKN-1C can both upregulate the *gst-4*_*p*_*::gfp* reporter, their relative contributions are context-specific.

### The peptide:N-glycanase PNG-1 is required for SKN-1A-dependent oxidative stress defenses

The peptide:N-glycanase enzyme PNG-1/NGLY1 is required to deglycosylate and sequence edit SKN-1A after its release from the ER [20,21]. To examine the role of sequence editing of SKN-1A in oxidative stress responses, we used animals harboring a null allele affecting *png-1* (the *ok1654* allele contains a ~ 1.1 kb deletion that removes part of the transglutaminase domain, we will hereafter refer to animals harboring this deletion as *png-1* mutants) [78]. When exposed to AS, *png-1* mutants show a phenotype consistent with inactivation of SKN-1A-dependent oxidative stress defenses: *png-1* single mutants are weakly sensitive to AS, whereas *png-1; skn-1c* double mutants are extremely sensitive, and phenocopy the *skn-1ac* mutant (Fig 7A). Similarly, *png-1* mutants exposed to PQ display a phenotype consistent with SKN-1A inactivation: *png-1* single mutants develop at the same rate as wild type animals in the presence of PQ, while *png-1; skn-1c* double mutants show severe developmental delay, phenocopying *skn-1ac* mutant animals (Fig 7B). We conclude that removal of N-glycans from SKN-1A by PNG-1 is necessary for optimal oxidative stress defenses. Possibly, SKN-1A must become sequence edited in order to promote oxidative stress defenses, but it is also possible that retained N-glycans interfere with transcriptional control by SKN-1A. The fact that the SKN-1C isoform promotes oxidative stress resistance without undergoing N-glycosylation or sequence editing supports the second possibility. In any case, because removal of N-glycans and sequence editing occur concomitantly, these data demonstrate that a sequence edited form of SKN-1A acts to promote optimal oxidative stress defenses together with non-edited SKN-1C.

**Fig 7:**
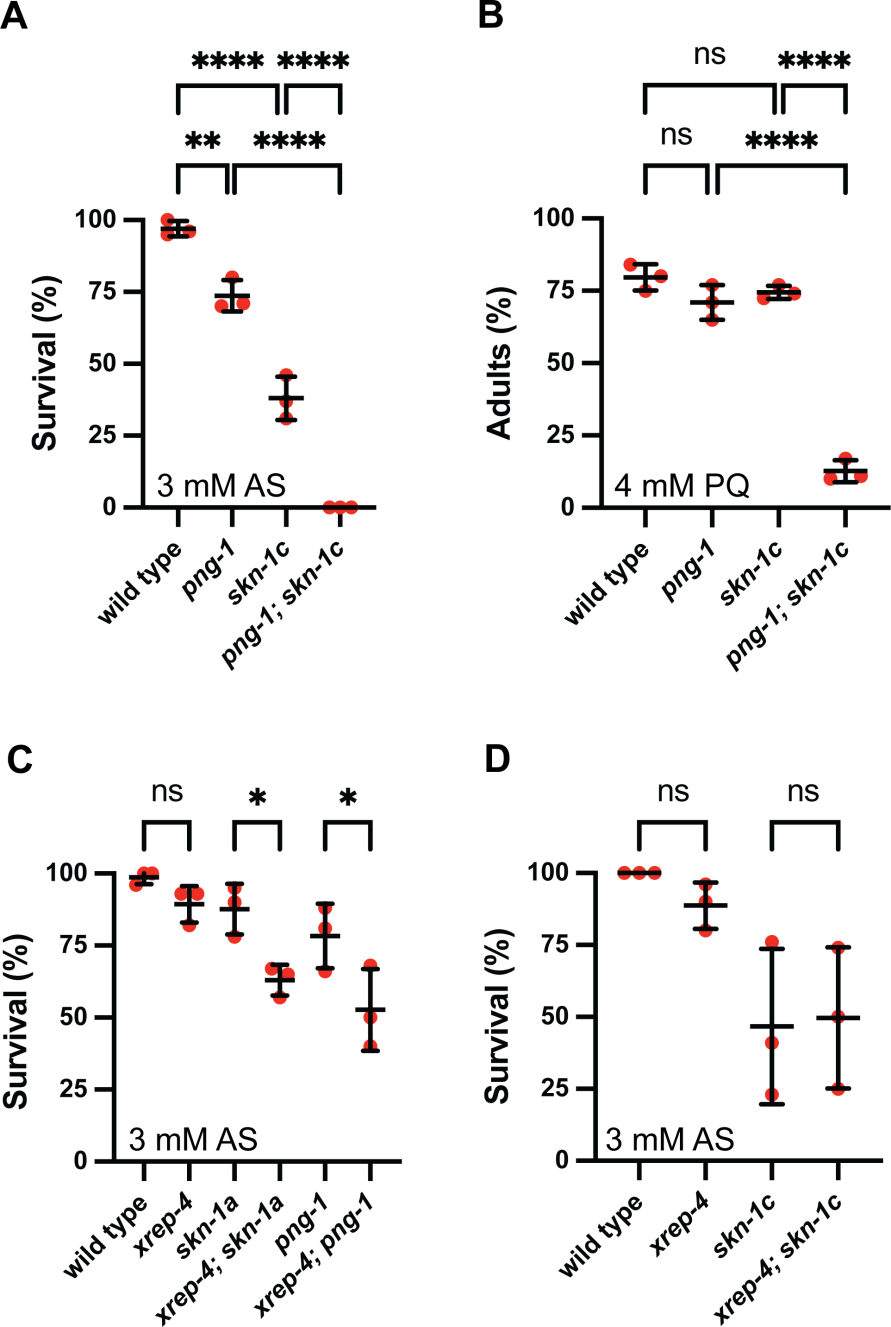
Distinct mechanisms control oxidative stress resistance through SKN-1A and SKN-1C. A) Survival of animals exposed to 3 mM arsenite showing that inactivation of *png-1* reduces the survival of wild-type and *skn-1c* mutant animals. Late L4 stage animals of each genotype were shifted to arsenite supplemented plates and checked for survival after 24 hours. Results of n = 3 replicates are shown, survival of at least 15 animals was tested for each replicate. Error bars show mean ± SD. **** p < 0.0001, ** p < 0.01, ordinary one-way ANOVA with Tukey’s multiple comparisons test. B) Development of animals in the presence of 4 mM paraquat showing that *png-1* is required redundantly with *skn-1c* for development in the presence of paraquat. Development was scored 7 days after synchronized egg lay. Results of n = 5 replicates are shown, development of at least 30 animals was tested for each replicate. Error bars show mean ± SD. **** p < 0.0001, ns p > 0.05, ordinary one-way ANOVA with Tukey’s multiple comparisons test. C) Inactivation of *xrep-4* reduces survival of *skn-1a* and *png-1* mutant animals in the presence of 3 mM arsenite. Late L4 stage animals of each genotype were shifted to arsenite supplemented plates and checked for survival after 24 hours. Results of n = 3 replicates are shown, survival of at least 15 animals was tested for each replicate. Error bars show mean ± SD. * p < 0.05, ns p > 0.05, ordinary one-way ANOVA with Tukey’s multiple comparisons test. D) Inactivation of *xrep-4* does not alter survival of *skn-1c* mutant animals in the presence of 3 mM arsenite. Late L4 stage animals of each genotype were shifted to arsenite supplemented plates and checked for survival after 24 hours. n = 3 replicates are shown, survival of at least 15 animals was tested for each replicate. Error bars show mean ± SD. ns p > 0.05, ordinary one-way ANOVA with Tukey’s multiple comparisons test. Numerical data for panels A-D are available in S1 Data.

### Distinct pathways govern oxidative stress resistance through SKN-1A and SKN-1C

Oxidative stress responses are constitutively activated in animals lacking WDR-23, which acts as a substrate receptor in a cullin-RING ligase complex to negatively regulate a *skn-1*-mediated oxidative stress response [39,40]. The effect of *wdr-23* inactivation on *gst-4* expression requires SKN-1C but not SKN-1A (Fig 3C and 3D). Under oxidative stress conditions, F-box protein XREP-4 inhibits WDR-23 to trigger stress response activation [77,79]. Thus, XREP-4 and WDR-23 likely constitute a signaling cascade that governs oxidative stress resistance through SKN-1C. To test this model, we generated a null allele of *xrep-4* (E22STOP; these animals are hereafter referred to as *xrep-4* mutants). We find that animals harboring the *xrep-4* mutation show impaired, yet not abolished, stress responsive activation of *gst-4*_*p*_*::gfp* (S8 Fig). *xrep-4* is not required for upregulation of the proteasome subunit reporter *rpt-3*_*p*_*::gfp* following BTZ exposure, indicating that XREP-4 is not essential for SKN-1A function (S8 Fig). In AS sensitivity assays, we found that loss of XREP-4 increases AS sensitivity of animals lacking SKN-1A or PNG-1 consistent with the participation of XREP-4 and SKN-1A/PNG-1 in separate pathways that independently promote oxidative stress resistance (Fig 7C). In contrast, XREP-4 inactivation does not further increase AS sensitivity of *skn-1c* mutants (Fig 7D). Thus, XREP-4/WDR-23 signaling governs activation of oxidative stress defenses via SKN-1C, not through regulation of sequence-edited SKN-1A. We conclude that distinct signaling pathways regulate SKN-1A and SKN-1C to precisely orchestrate activation of their shared transcriptional outputs and promote oxidative stress resistance.

## Discussion

### Sequence editing sculpts SKN-1A/Nrf1 function

SKN-1A and SKN-1C function analogously to Nrf1 and Nrf2 in the control of cellular homeostasis and stress responses [11,34]. Sequence editing, a post-translational modification unique to ER-associated SKN-1A/Nrf1, is essential for SKN-1A/Nrf1-dependent regulation of proteasome biogenesis. However, its impact on other aspects of SKN-1A/Nrf1 function was unknown [21,22]. To investigate this, we performed transcriptome analysis of animals engineered to express hyperactive truncated SKN-1, with or without mutations that mimic the effect of deglycosylation-dependent sequence editing. The transgenic animals exhibited increased expression of genes involved in stress responses, proteostasis, metabolism, and aging (Figs 1, 2 and S1–S4 and S1–S4 Tables). The upregulated genes significantly overlap with those induced by endogenous SKN-1A/C under stress, arguing that the SKN-1t transgenes recapitulate the transcriptional outputs of endogenous SKN-1 isoforms (Fig 2 and S3 and S4 Tables).

Sequence editing alters the transcriptional output of activated SKN-1t in a manner that clarifies the functional distinction between SKN-1A and SKN-1C. On the one hand, extensive sequence editing is required for SKN-1t transgenes to drive upregulation of proteasome subunit genes and other factors linked to proteasome assembly or function (Fig 2B–2D and S3 Table). This observation matches the essential role of sequence edited SKN-1A and Nrf1 in proteasome regulation and proteostasis [21,22]. On the other hand, extensive sequence editing dampens (but does not eliminate) SKN-1t transgenic animals’ activation of many genes that are strongly activated by non-edited SKN-1t. Genes in this category are strongly associated with xenobiotic detoxification and oxidative stress response functions (Fig 2B–2I and S4 Table). Importantly, this overlap in transcriptional control is conserved and functionally significant, as SKN-1A/Nrf1 and SKN-1C/Nrf2 act in concert to ensure optimal oxidative stress defenses (discussed further below). In sum, sequence editing sculpts gene induction by SKN-1A/Nrf1 to allow its unique function in regulation of proteasome biogenesis but also influences its functional overlap with SKN-1C/Nrf2.

To undergo sequence editing, SKN-1A/Nrf1 must first be N-glycosylated in the ER. The patterns and overall levels of site-specific N-glycosylation, along with the structures of the attached glycans, differ between cell types, are remodeled in response to stress, and are mis-regulated in disease [80–83]. In certain conditions, including congenital disorders of glycosylation or diseases linked to ER stress, sites that are normally uniformly N-glycosylated, can show reduced N-glycan occupancy [82,84]. These observations raise the possibility that under some physiological, stress, or disease states, a percentage of SKN-1A/Nrf1 may exit the ER in a partially N-glycosylated state. Our findings suggest that variation in the extent of SKN-1A/Nrf1 N-glycosylation, and the consequent changes in sequence editing, may impact its ability to activate proteasome biogenesis and/or control redox homeostasis, therefore altering cellular stress responses. We speculate that the extent of SKN-1A/Nrf1 N-glycosylation itself might be regulated, providing a mechanism to fine-tune stress responses in a cell type- or context-specific manner. Modulating Nrf1 function via fine-tuning N-glycosylation could also be exploited therapeutically, as blocking Nrf1 processing has been proposed as a strategy to enhance the efficacy of proteasome inhibitor drugs, such as BTZ, in cancer treatment [18,29]. Our findings suggest that pharmacological interventions that reduce Nrf1 N-glycosylation, thereby limiting the extent of sequence editing, may be beneficial in this context. To explore the physiological and potential disease relevance of partial sequence editing, it will be crucial to precisely measure the extent of N-linked glycosylation of SKN-1A/Nrf1 in diverse cell types and in different physiological and disease states. Although biochemical analysis of Nrf1 processing is technically challenging [23], one immunopeptidomic study detected both deamidated Nrf1 peptides, that are presumed to be produced via deglycosylation, as well as non-deamidated species, suggesting that partial sequence editing of Nrf1 is possible [85].

Many SKN-1t-upregulated genes contain SKN-1 binding sites in their promoters and are likely to be directly regulated [86,87]. The residues that are affected by sequence editing are within a putative transactivation domain and are not likely to directly alter the sequence specificity of DNA binding [86,88]. Intriguingly, mutations that affect different subsets of Nrf1 glycosylation sites cause distinct effects on transactivation of a reporter transgene, suggesting that different patterns of sequence editing have distinct effects on the ability of Nrf1 to activate gene transcription [89]. Sequence editing patterns may control interactions between SKN-1A/Nrf1 and transcriptional co-activators or other factors that regulate SKN-1A/Nrf1 function. Identification of these factors and understanding how their interactions with SKN-1A/Nrf1 are affected by sequence editing will be an important area for future investigation.

### SKN-1A/Nrf1 and SKN-1C/Nrf2 act in concert to promote oxidative stress resistance

We demonstrate that both SKN-1A and SKN-1C contribute to optimal oxidative stress defenses. Our genetic analysis supports a model in which SKN-1C acts downstream of a signaling cascade involving XREP-4 and WDR-23. However, SKN-1A is not regulated by the XREP-4/WDR-23 signaling cascade, so its participation in oxidative stress responses must be governed by other regulatory mechanisms. SKN-1A is typically degraded by the proteasome. Exposure to AS or other agents that cause oxidative stress may lead to impaired proteasome function, leading to SKN-1A stabilization and enabling its transcriptional function [90,91]. Although further study is needed to fully understand the mechanism(s) governing SKN-1A activity under oxidative stress, our genetic analysis indicates that deglycosylation by PNG-1 is required. Thus, although they are regulated by distinct signaling pathways, sequence edited SKN-1A acts in concert with SKN-1C to promote oxidative stress resistance, reflecting their overlapping effects on gene expression. Many genes with functions related to detoxification and redox homeostasis can be regulated by both SKN-1C and sequence edited SKN-1A, whereas genes related to proteasome biogenesis and function are solely controlled by sequence edited SKN-1A. The overlapping functions of SKN-1A and SKN-1C in transcriptional control are conserved with mammalian Nrf1 and Nrf2 respectively. Sequence editing of Nrf1 is required for regulation of proteasome subunit genes expression, which is not controlled by Nrf2 [24]. Genes with redox-related functions are regulated by both Nrf1 and Nrf2 [47,50,51,92].

Sequence edited SKN-1A may promote oxidative stress resistance in part by bolstering proteasome biogenesis. Oxidative stress can cause defects in proteasome assembly or function [91]. In addition, the proteasome contributes to cellular survival under oxidative stress by degrading oxidatively damaged proteins and peptides [93]. However, transcriptomic analyses indicate that oxidative stress does not always trigger proteasome upregulation in *C. elegans* [57,58,77]. Similarly, transcriptional reporters of proteasome subunit gene expression do not always show upregulation under oxidative stress conditions [21,94,95]. These data suggest that sequence-edited SKN-1A can contribute to oxidative stress defense without boosting proteasome levels, instead regulating genes that are also induced by SKN-1C. In these cases, induction might primarily depend on SKN-1C, and SKN-1A may modulate the timing or magnitude of induction, as is the case for the *gst-4_p_::gfp* reporter (Fig 6E–6L). It is interesting that the relative contributions of SKN-1A and SKN-1C to growth or viability differs under different oxidative stress conditions (Fig 6A–6D). We therefore suggest that coordinated control of partly overlapping transcriptional outputs by SKN-1A/Nrf1 and SKN-1C/Nrf2 allows flexibility to tailor appropriate responses to different forms of oxidative stress or to stress experienced at different stages of development or in different cell types.

### Coordination of SKN-1A/C functions promotes organismal homeostasis

Loss of *skn-1* leads to defects in many aspects of organismal and cellular homeostasis even in the absence of exogenous proteotoxic or oxidative stress [11,34]. Hyperactivation of SKN-1, although it can render animals highly stress resistant, can also have profound detrimental effects [60,96–101]. Thus, *skn-1* controls gene expression to ensure homeostasis as well as to induce stress responses. Given that distinct pathways regulate SKN-1A and SKN-1C, precise homeostatic control of gene expression must be achieved by coordinated control of both isoforms. Interestingly, phosphorylation, O-GlcNAcylation, and arginine methylation are all implicated in regulation of SKN-1 function, but whether these modifications occur or exert their effects in an isoform-specific manner is not fully resolved [33,67,73,94,102,103]. Conceivably, these modifications could affect both SKN-1A and SKN-1C, occur in an isoform-specific manner, or have differential effects on each isoform’s function. Future investigation of the impact of these modifications on each SKN-1 isoform, and how they may intersect with the effects of sequence editing, is needed to fully understand their roles in *skn-1*-dependent stress-responses and homeostasis.

Transcriptional autoregulation and/or cross-regulation may be an additional mechanism that precisely controls the activities of SKN-1A and SKN-1C across different physiological contexts. WDR-23, a critical regulator of SKN-1C, is transcriptionally upregulated by all three SKN-1t transgenes (~5.5-fold by SKN-1t[NNNN], ~ 4-fold b SKN-1t[NDNN], ~ 2.5-fold by SKN-1t[DNDD]). 

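The gene *wdr-23* (WBGene00008419, chromosome I, 7595776 to 7602221, plus strand) was at 59.6 ± 3.27 CPM (SD, n = 4) in the wild type, 316 ± 54.8 CPM in SKN-1t[NNNN], 226 ± 29.0 CPM in SKN-1t[NDNN] and 136 ± 26.1 CPM in SKN-1t[DNDD]. Its log2 fold change by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 2.49 (standard error 0.126, adjusted p = 6.45e-06, and 0.000180 with the block) in SKN-1t[NNNN], 1.996 (standard error 0.109, adjusted p = 9.97e-06, and 0.000239 with the block) in SKN-1t[NDNN] and 1.18 (standard error 0.141, adjusted p = 0.000611, and 0.000883 with the block) in SKN-1t[DNDD]. By the same edgeR test, SKN-1t[DNDD] differed from SKN-1t[NNNN] by -1.20 (standard error 0.150, adjusted p = 0.000118, and 1.39e-05 with the block) and from SKN-1t[NDNN] by -0.73 (standard error 0.149, adjusted p = 0.0227, and 0.00183 with the block).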

Elevation of WDR-23 levels by SKN-1A/C may limit SKN-1C activation through a negative feedback loop. In contrast, our analysis of the *skn-1a* and *skn-1c* promoters suggests that *skn-1a* can be transcriptionally upregulated following activation of either SKN-1A or SKN-1C, suggesting a positive feedback loop. These two isoform-specific autoregulatory mechanisms may augment SKN-1A levels under certain conditions while dampening SKN-1C activity. Interestingly, transcriptional activation of the *skn-1a* reporter appears to occur solely in the intestine, suggesting that isoform-specific autoregulatory feedback mechanisms may function differently in different tissues.

### SKN-1A/C functions and longevity

Genetic analysis in *C. elegans* indicates a crucial role for *skn-1* in longevity. Inactivation of *skn-1* (by mutations that inactivate both SKN-1A and SKN-1C) abrogates the effects of genetic or environmental interventions that extend lifespan including the conserved insulin/IGF and mTOR signaling pathways [67,68,70,104]. Isoform specific analysis of SKN-1A and SKN-1C functions provide the basis to investigate how each isoform contributes to different genetic or environmental interventions that extend lifespan. Given the conservation of their mechanisms of regulation and functions, isoform-specific effects of SKN-1A and SKN-1C on lifespan in *C. elegans* may point to potential roles of Nrf1 and Nrf2 in human longevity and age-related disease.

## Materials and methods

### *C. elegans* maintenance and genetics

*C. elegans* was maintained at 20°C on standard nematode growth media (NGM) and fed *E. coli* OP50, unless otherwise noted. A list of strains used in this study is provided in S6 Table. Some strains were provided by the CGC, which is funded by the NIH Office of Research Infrastructure Programs (P40 OD010440). *png-1*(*ok1654*) was generated by the *C. elegans* Gene Knockout Project at the Oklahoma Medical Research Foundation, part of the International *C. elegans* Gene Knockout Consortium.

### RNAseq sample preparation and sequencing

Animals were bleach-synchronized and hatched overnight in M9 at 20°C while rotating. Approximately 2,000 synchronized L1 larvae were plated onto 9 cm NGM plates and grown to the L4 stage. Animals were then washed 3x with M9 and the worm pellet was resuspended in 1mL of TRIzol reagent (Invitrogen) before being stored at -80°C. Four replicate samples were collected for each genotype and RNA was extracted according to manufacturer’s instructions. Total RNA integrity was assessed using an Agilent 4200 TapeStation (Agilent Technologies, Inc.) and quantified using a Trinean DropSense96 spectrophotometer (Caliper Life Sciences). RNA-seq libraries were prepared from total RNA using the TruSeq Stranded mRNA kit (Illumina, Inc.). Library size distribution was validated using an Agilent 4200 TapeStation (Agilent Technologies). Additional library QC, blending of pooled indexed libraries, and cluster optimization was performed using Life Technologies’ Invitrogen Qubit 2.0 Fluorometer (Life Technologies-Invitrogen). RNA-seq libraries were pooled (16-plex) and clustered onto a P2 flow cell. Sequencing was performed using an Illumina NextSeq 2000 employing a paired-end, 50-base read length (PE50) sequencing strategy.

### RNAseq analysis: Differentially expressed genes

STAR v2.7.7a [105] with 2-pass mapping was used to align paired-end reads to WBcel235 genome assembly and quantify gene-level counts based on ENSEMBL gene annotation v52. FastQC 0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). RNA-SeQC 2.3.4 [106] was used to check read QC metrics. Bioconductor package edgeR (3.26.8) [107] was used to detect differential gene expression between sample groups. Genes with low expression were excluded using the edgeR function filterByExpr with min.count = 10 and min.total.count = 15. The filtered expression matrix was normalized using the TMM method [108] and subjected to significance testing using the quasi-likelihood pipeline implemented in edgeR. In the primary analysis, a gene was considered differentially expressed if the absolute log2 fold change was greater than 1 (i.e., fold change > 2 in either direction), and the Benjamini-Hochberg adjusted p-value below 0.01. In the secondary analysis, we considered a gene to be differentially expressed (with lower stringency) if the absolute log2 fold change was greater than 0.585 (i.e., fold change > 1.5 in either direction) and the Benjamini-Hochberg adjusted p-value was below 0.05. RNAseq data and analysis are deposited under GEO accession GSE279082.

### RNAseq analysis: Gene set enrichment

We divided SKN-1t-activated genes into three classes according to the effect of sequence-editing-mimetic mutations. The classes are: (1) ‘high-D’. Genes included in this set meet the following criteria: upregulated (>2-fold, FDR < 0.01) by SKN-1t[NDNN], NOT SKN-1t[NNNN]; (2) ‘overlap’. Genes included in this set meet the following criteria: upregulated (>2-fold, FDR < 0.01) by SKN-1t[NNNN], SKN-1t[NDNN] and SKN-1t[DNDD]; (3) ‘low-D’. Genes included in this set meet the following criteria: upregulated (>2-fold, FDR < 0.01) by SKN-1t[NNNN] OR SKN-1t[NDNN], NOT SKN-1t[DNDD]).

Enrichment analysis was carried out for the genes upregulated by each SKN-1t transgene as well as for the three classes described above. Functional enrichment analysis was carried out using WormCat [53]. Published lists of stress-responsive and *skn-1*-regulated genes were processed using the Gene Name Sanitizer tool on WormBase [109]. Enrichment factors and the significance of overlap between upregulated gene sets were calculated using a hypergeometric test (nemates.org). The most conservative estimate of genome size (14,022), corresponding to the number of genes detected in our RNA-seq dataset was used for these tests.

### Genome modification by CRISPR/Cas9

CRISPR/Cas9 genome editing was performed by microinjection of guideRNA/Cas9 RNPs (IDT #1081058, #1072532, and custom cRNA) and ssDNA oligos (IDT) as homology-directed repair templates [110,111]. The *skn-1*[M1A/M91A] edit was generated with a guide RNA targeting the sequence: TGTACACGGACAGCAATAAT, and the following ssDNA repair template: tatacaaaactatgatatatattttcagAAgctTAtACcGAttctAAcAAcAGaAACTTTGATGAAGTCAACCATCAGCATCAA. The edit replaces the start codon of the *skn-1c* open reading frame with an alanine and creates a silent mutation in the adjacent codon which destroys an RsaI restriction site to facilitate genotyping. The *xrep-4*[E22STOP] edit was generated with a guide targeting the sequence: ATATTTCTGCGTATTTCTCG, and the following ssDNA repair template: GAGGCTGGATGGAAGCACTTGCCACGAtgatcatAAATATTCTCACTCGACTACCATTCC. The edit replaces the 22nd codon of the *xrep-4* coding sequence with a premature termination codon, alters the reading frame, and introduces a BclI restriction site to facilitate genotyping. Desired edits were detected by diagnostic PCR and subsequently confirmed by sequencing.

### Plasmid constructs and transgenesis

Cloning was carried out using the NEBuilder HiFi DNA Assembly kit (New England Biolabs #E2621). All plasmids were assembled into pNL43, a modified version of pCFJ909 containing the pBluescript MCS [20]. Integrated transgenes were generated using CRISPR/Cas9 to direct insertion of multicopy arrays at selected safe-harbor insertion sites [112,113]. Details of each construct and transgenics generated are described below.

#### *skn-1a*_*p*_ *::mCherry::H2B (pNL514).*

We cloned the CEOP4172 promoter (3019 bp immediately upstream of the *bec-1* start codon) upstream of the mCherry::H2B coding sequence (mCherry fused in-frame to the *his-58* coding sequence), and the *tbb-2* 3’UTR (376 bp immediately downstream of the *tbb-2* stop codon). A multicopy array containing pNL514 and carrier DNA (Invitrogen 1 kb plus DNA ladder, #10787018) was integrated into *nicTi601* on chromosome II.

#### *skn-1c*_*p*_ *::mCherry::H2B (pNL515).*

We cloned the *skn-1c* promoter (4159 bp immediately upstream of the *skn-1c* start codon) upstream the mCherry::H2B coding sequence (mCherry fused in-frame to the *his-58* coding sequence), and the *tbb-2* 3’UTR (376 bp immediately downstream of the *tbb-2* stop codon). A multicopy array containing pNL515 and carrier DNA (Invitrogen 1 kb plus DNA ladder, #10787018) was integrated into *nicTi601* on chromosome II.

#### *gst-4*_*p*_*::mCherry* transcriptional reporter (pNL490).

We cloned the *gst-4* promoter (727 bp immediately upstream of the *gst-4* start codon) upstream of the mCherry coding sequence, and the *tbb-2* 3’UTR (376 bp immediately downstream of the *tbb-2* stop codon). A multicopy array containing pNL490 and carrier DNA (Invitrogen 1 kb plus DNA ladder, #10787018) was integrated into *nicTi602* on chromosome V.

### Bortezomib resistance assays

Bortezomib sensitivity was assessed by the ability of animals to develop, or survive as adults, on plates supplemented with bortezomib at various concentrations (LC Laboratories, #B1408). The bortezomib solution was directly applied to NGM plates seeded with OP50 and allowed to dry for 2 h under the hood. Control plates supplemented with DMSO were prepared in parallel.

For development assays, 5 L4-stage animals were transferred to fresh plates supplemented with 0.04 µg/ml (104 nM) bortezomib and incubated at 20°C for three or four days. Progeny development was then assessed. For mutants balanced with tmC25 (which contains a *myo-2*_*p*_::GFP marker), homozygous mutant animals were separated by selecting animals that did not express the marker to fresh bortezomib-supplemented or control plates. Images were captured using a Leica M165FC microscope equipped with a Leica K5 sCMOS camera and LAS X software.

For survival assays, 30 L4 stage animals were picked to fresh plates supplemented with 0.4 µg/ml (1.04 µM) bortezomib and the animals’ survival was scored after 4 days. For strains that produce progeny that can develop in the presence of the tested concentration of bortezomib, animals were transferred to fresh bortezomib-supplemented plates after 2–3 days to ensure that the animals being assayed for survival could be distinguished from their progeny.

### Oxidative stress resistance assays

#### Arsenite survival assay.

NGM plates supplemented with sodium arsenite (RICCA Chemical; Cat # 7142-16) at final concentrations of 1 mM, 2 mM, or 3 mM were prepared the day prior to the assay. Plates were left to dry for 2 hours before being seeded with 250 µL of 10X concentrated OP50. Approximately 30 L4-stage *C. elegans* were transferred to each plate the following day and incubated at 20°C for 24 hours. After incubation, the number of live and dead animals was recorded.

#### Paraquat development assay.

NGM plates supplemented with paraquat were prepared the day prior to the experiment. A 1 M stock of methyl viologen hydrate (Thermo Scientific; Cat # 227320050) in ddH₂O was freshly prepared and added to the NGM media at a final concentration of 4 mM. Plates were left to dry for 2 hours and then seeded with 250 µL of 10X concentrated OP50. 10–25 gravid animals were transferred to each plate the following day and incubated at 20°C for 3–4 hours. After incubation, the adults were removed, and the progeny were allowed to develop for 7 days. The number of animals that developed into gravid adults was recorded, along with the total number of animals on the plate. For mutants balanced with tmC25, only homozygous mutant progeny (identified by the absence of the *myo-2*_*p*_::GFP marker) were scored.

### Preparation of 10X OP50 for oxidative stress assays

A single colony of OP50 was inoculated in 5 mL of Luria-Bertani (LB) broth and grown over night at 37°C. The following day, 1 mL of this culture was inoculated into 1 L of Terrific Broth (TB) and incubated at 37°C for 2 days. The culture was then centrifuged at 4,000 rpm for 15 min. The supernatant was discarded, and the pellet was resuspended in 45 mL of M9 and transferred to a 50 mL conical tube, creating a 20X stock solution (stored at 4°C). The 20X stock was subsequently diluted 1:1 with M9 to create a 10X working solution.

### Embryonic lethality

For each assayed genotype, 10 gravid adult animals (selected at random from mixed-stage plates containing day 1 and day 2 adults) were moved to a fresh plate and allowed to lay eggs for ~4 hours. 50 of the newly laid eggs were then transferred to a fresh plate. The number of unhatched eggs after 24 hours was recorded.

### Lifespan measurements

For lifespan assays, approximately 70 L4-stage animals were randomly selected from mixed-stage cultures that had been maintained without starvation for at least two generations and transferred onto NGM plates seeded with OP50. Animals were transferred to fresh plates on day three and then every 2 days, until reproduction ceased, and every 3–5 days thereafter. Animals were checked for survival at least every other day. Animals that died by bagging or crawling off the plates were censored, while those that died due to age-related vulval integrity defects (after ceasing reproduction, when such defects can be distinguished from bagging) were not censored. Survival curves, calculation of mean lifespan, and statistical analysis was performed using Graphpad Prism. The Log-rank (Mantel-Cox) test was used to compare survival curves. Raw data and statistics for all lifespan assays are shown in S5 Table.

### Adult vulval integrity defect (Avid) assay

L4 animals were selected at random from mixed stage cultures that had been maintained without starvation for at least two generations and transferred onto NGM plates seeded with OP50. Animals were transferred to fresh plates on day 3 and day 5 of adulthood. On day 5–7, animals were checked for rupture, and the cumulative total number of animals that ruptured was recorded. At least 50 animals were analyzed in each replicate assay.

### Drug/stress treatments for reporter imaging

#### Oxidative stress.

NGM plates containing arsenite (2 or 3 mM) or paraquat (3 mM) were prepared the day before the imaging assay as described for the oxidative stress resistance assays. For juglone induction, a juglone (Cayman Chemical; Cat # 481-39-0) solution was directly applied to NGM plates seeded with OP50, resulting in a final concentration of 38 μΜ, and allowed to dry for 2 hours under the hood. Control plates supplemented with DMSO were prepared in parallel. Approximately 30 L4-stage *C. elegans* were transferred to each plate and incubated at 20°C for 4–20 hours. Animals were then imaged using the procedure described in the Microscopy section.

#### Proteasome inhibition.

NGM plates containing 0.4 µg/ml (1.04 µM) bortezomib were prepared as described for bortezomib resistance assays. Control plates supplemented with DMSO were prepared in parallel. Approximately 30 L4-stage *C. elegans* were transferred to each plate and incubated at 20°C for approximately 24 hours. For imaging of Ub[G76V]::GFP accumulation following bortezomib treatment, animals were raised to the L4 stage at 25°C before transfer to bortezomib-supplemented plates. Ub[G76V]::GFP does not accumulate to detectable levels in any of the mutants if they are raised to the L4 stage at 25°C (see S5 Fig). Thus, challenging L4-stage animals raised at 25°C ensures that Ub[G76V]::GFP accumulation only occurs after drug treatment. Animals were imaged using the procedure described in the Microscopy section.

### Microscopy

Brightfield and fluorescence images were collected on a Leica M165FC equipped with a Leica K5 sCMOS camera and using LAS X software. For fluorescence imaging, worms were immobilized using sodium azide and mounted on 2% agarose pads. For all fluorescence images, images shown within the same figure panel were collected using the same exposure time and were then processed identically. To quantify *rpt-3*_*p*_::*gfp*, *gst-4*_*p*_::*gfp*, and *gst-4*_*p*_::*mcherry* expression, the mean pixel intensity along a longitudinal section of each animal was measured. To quantify *rpl-28*_*p*_::*ub[G76V]*::*GFP* accumulation in L4 animals (without bortezomib treatment), mean pixel intensity in the two anterior-most intestinal cells was measured. To quantify *rpl-28*_*p*_::*ub[G76V]*::*GFP* accumulation in adult animals following bortezomib or DMSO control treatment, the mean pixel intensity along a longitudinal section of each animal was measured. All Image processing and analysis was performed using Fiji software [114].

### Statistical analysis

Statistical analysis for RNAseq and lifespan experiments are each described in the relevant section of the methods. All other statistical analyses were performed using Graphpad Prism. All biological replicates were performed using independent populations of animals.

## Supporting information

S1 Fig Differential gene expression in SKN-1t transgenic strains. A-C) Volcano plots showing differential gene expression in SKN-1t transgenic strains compared to the non-transgenic wild-type control. Significantly upregulated and downregulated genes (fold change >2, FDR < 0.01) are indicated in red and in blue, respectively. Genes that do not show significant differential expression are indicated in black. D) Principal Component Analysis comparison of gene expression profiles showing non-transgenic control and SKN-1t transgenic samples.
(TIF)

S2 Fig Most genes that appear to be uniquely upregulated in a single SKN-1t transgenic strain are upregulated in one or more additional SKN-1t transgenic strain. A) Analysis of 189 genes that appear to be uniquely upregulated in SKN-1t[NNNN] transgenic animals (>2-fold, FDR < 0.01). (i, ii) Volcano plots showing differential expression of uniquely SKN-1t[NNNN]-upregulated genes in SKN-1t[NDNN] (i) and SKN-1t[DNDD] (ii) transgenic animals. In each graph, the 189 genes are indicated in black, all other genes are indicated in gray. (iii) Violin plot comparing log2 fold change of the 189 uniquely SKN-1t[NNNN]-upregulated genes in each SKN-1t transgenic strain. These genes are skewed towards upregulation in SKN-1t[NDNN] and SKN-1t[DNDD] transgenic animals. (iv) Proportion of the 189 uniquely SKN-1t[NNNN]-upregulated genes that are upregulated in SKN-1t[NDNN] and/or SKN-1t[DNDD] at a lower stringency cutoff (>1.5-fold, FDR < 0.05). Most genes are upregulated in SKN-1t[NDNN] transgenics, and a smaller fraction are also upregulated in SKN-1t[DNDD] transgenics at this cutoff. B) Analysis of 99 genes that appear to be uniquely upregulated in SKN-1t[NDNN] transgenic animals (>2-fold, FDR < 0.01). (i, ii) Volcano plots showing differential expression of uniquely SKN-1t[NDNN]-upregulated genes in SKN-1t[NNNN] (i) and SKN-1t[DNDD] (ii) transgenic animals. In each graph, the 99 genes are indicated in black, all other genes are indicated in gray. (iii) Violin plot comparing log2 fold change of the 99 uniquely SKN-1t[NDNN]-upregulated genes in each SKN-1t transgenic strain. These genes are skewed towards upregulation in SKN-1t[NNNN] and SKN-1t[DNDD] transgenic animals. (iv) Proportion of the 99 uniquely SKN-1t[NNNN]-upregulated genes that are upregulated in SKN-1t[NDNN] and/or SKN-1t[DNDD] at a lower stringency cutoff (>1.5-fold, FDR < 0.05). Most genes are upregulated in at least one of the two other transgenic strains at this cutoff. C) Analysis of 125 genes that appear to be uniquely upregulated in SKN-1t[DNDD] transgenic animals (>2-fold, FDR < 0.01). (i, ii) Volcano plots showing differential expression of uniquely SKN-1t[DNDD]-upregulated genes in SKN-1t[NNNN] (i) and SKN-1t[NDNN] (ii) transgenic animals. In each graph, the 125 genes are indicated in black, all other genes are indicated in gray. (iii) Violin plot comparing log2 fold change of the 125 uniquely SKN-1t[DNDD]-upregulated genes in each SKN-1t transgenic strain. These genes are skewed towards upregulation in SKN-1t[NDNN] but not SKN-1t[NNNN] animals. (iv) Proportion of the 125 uniquely SKN-1t[DNDD]-upregulated genes that are upregulated in SKN-1t[NNNN] and/or SKN-1t[NDNN] transgenics at a lower stringency cutoff (>1.5-fold, FDR < 0.05). Most genes are upregulated in SKN-1t[NDNN] transgenics at this cutoff and a smaller fraction are also activated in SKN-1t[NNNN] transgenics.
(TIF)

S3 Fig Some genes that appear to be upregulated only in two of the three SKN-1t transgenic strains are additionally upregulated in the third SKN-1t transgenic strain. A) Analysis of 517 genes that appear to be upregulated in SKN-1t[NNNN] and SKN-1-NDNN] transgenic animals (>2-fold, FDR < 0.01), but not in SKN-1t[DNDD] transgenic animals. (i) Volcano plots showing differential expression of these 517 genes SKN-1t[DNDD] transgenic animals. The 517 genes are indicated in black; all other genes are indicated in gray. (ii) Proportion of these 517 genes that are upregulated in SKN-1t[DNDD] transgenics at a lower stringency cutoff (>1.5-fold, FDR < 0.05). Most genes are upregulated in SKN-1t[DNDD] transgenics at this cutoff. B) Analysis of 74 genes that appear to be upregulated in SKN-1t[NDNN] and SKN-1-DNDD] transgenic animals (>2-fold, FDR < 0.01), but not in SKN-1t[NNNN] transgenic animals. (i) Volcano plots showing differential expression of these 74 genes SKN-1t[NNNN] transgenic animals. The 74 genes are indicated in black; all other genes are indicated in gray. (ii) Proportion of these 75 genes that are upregulated in SKN-1t[NNNN] transgenics at a lower stringency cutoff (>1.5-fold, FDR < 0.05). Approximately one third of the 74 genes are upregulated in SKN-1t[NNNN] transgenics at this cutoff.
(TIF)

S4 Fig Functional enrichments of SKN-1t-upregulated genes. Functional enrichments of genes upregulated in each SKN-1t transgenic strain (see Fig 1A and 1B), as assessed by WormCat.
(TIF)

S5 Fig Functional enrichments of SKN-1t-upregulated genes, classified according to the effect of sequence editing. Functional enrichments of SKN-1t-upregulated genes categories that are differentially affected by sequence editing mutations, as assessed by WormCat. The three classes are defined as follows (see Fig 2A for more detail): (1) ‘high-D’ genes are upregulated (>2-fold, FDR < 0.01) in SKN-1t[DNDD], but not in SKN-1t[NNNN] transgenics; (2) ‘overlap’ genes are upregulated (>2-fold, FDR < 0.01) in SKN-1t[NNNN], SKN-1t[NDNN] and SKN-1t[DNDD] transgenics; (3) ‘low-D’ genes are upregulated in SKN-1t[NNNN] and/or SKN-1t[NDNN], but not in SKN-1t[DNDD] transgenics.
(TIF)

S6 Fig Effect of *skn-1* mutations of proteasomal degradation of Ub[G76V]::GFP. A) Fluorescence images showing accumulation of Ub[G76V]::GFP in *skn-1* mutants at the L4 stage. Increased accumulation is observed in *skn-1a* and *skn-1ac* mutants, but not in *skn-1c* mutants. Scale bar shows 100 μm. B) Quantification of Ub[G76V]::GFP in *skn-1* mutants raised at different temperatures to the L4 stage. At 15°C and 20°C, increased Ub[G76V]::GFP is detected in *skn-1a* and *skn-1ac* mutants, but not *skn-1c* mutant animals. In animals raised at 25°C, there are no detectable changes in any of the mutants. n = 30 animals were imaged for each genotype at each temperature. Error bars show mean ± SD. **** p < 0.0001, *** p < 0.001, ordinary two-way ANOVA with Tukey’s multiple comparisons test. Numerical data for panels B-D are available in S1 Data.
(TIF)

S7 Fig Transcriptional reporters for *skn-1a* and *skn-1c* show ubiquitous expression. A) Schematic showing CEOP4172 including the *bec-1* and *skn-1* loci. The DNA fragments corresponding to the promoter of *skn-1a*/COEP4172 (*skn-1a*_*p*_) and the promoter of *skn-1c* (*skn-1c*_*p*_) are shown. B) Fluorescence image showing expression of mCherry::H2B under the *skn-1a/*CEOP4172 promoter at each stage of larval development and in adults. The reporter is expressed at all stages and in most cells. The most prominent expression is detected in unidentified cells in the head. Scale bar shows 100 μm. C) Fluorescence image showing expression of mCherry::H2B under the *skn-1c* promoter at each stage of larval development and in adults. The reporter is expressed at all stages in most cells. The most prominent expression is detected in the intestine. Scale bar shows 100 μm. D, E) Fluorescence micrographs showing skn*-1a*_*p*_*::mCherry::H2B* (d) and *skn-1c*_*p*_*::mCherry::H2B* (e) expression in animals exposed to the proteasome inhibitor bortezomib (BTZ, 0.4 µg/ml (1.04 µM)) or Arsenite (3 mM) compared to untreated controls. In each case, expression of the reporter is unchanged under stress conditions. Scale bar shows 100 μm. F, G) Fluorescence micrographs showing *skn-1a*_*p*_*::mCherry::H2B* (F) and *skn-1c*_*p*_*::mCherry::H2B* (G) expression in *wdr-23*(*tm1817*) mutants and in SKN-1t[DNDD] transgenics compared to wild type controls. Images show L4 stage animals. The expression of the *skn-1c* reporter is unchanged, whereas the expression of the *skn-1a* reporter is increased in intestinal cells. Scale bar shows 100 μm. H) Fluorescence micrographs showing increased expression of *skn-1a*_*p*_*::mCherry::H2B* in intestinal cells of *wdr-23*(*tm1817*) mutant animals and SKN-1t[DNDD] transgenic animals compared to wild type controls. Images show L4 stage animals. Scale bar shows 20 μm.
(TIF)

S8 Fig Inactivation of *xrep-4* disrupts regulation of *gst-4*_*p*_*::gfp* but not the proteasome subunit reporter *rpt-3*_*p*_*::gfp.* A) Fluorescence micrographs showing *gst-4*_*p*_*::gfp* expression in animals exposed to juglone (38 μΜ, 4 hours) or paraquat (3 mM, 4 hours). The reporter is induced in the wild type but not in *xrep-4* mutant animals. Scale bar shows 100 μm. B, C) Quantification of *gst-4*_*p*_*::gfp* induction in animals exposed to juglone (38 μΜ, 4 hours) or paraquat (3 mM, 4 hours), as shown in (A). Error bars show mean ± SD. **** p < 0.0001, ns p > 0.05, ordinary two-way ANOVA with Sidak’s multiple comparisons test. D) Fluorescence micrographs showing *gst-4_p_::gfp* expression in animals exposed to arsenite (3 mM, 4 hours). Induction of the reporter is attenuated in *xrep-4* mutant animals. Scale bar shows 100 μm. E) Quantification of *gst-4_p_::gfp* expression in animals exposed to arsenite (3 mM, 4 hours), as shown in (D). Error bars show mean ± SD. **** p < 0.0001, ordinary two-way ANOVA with Sidak’s multiple comparisons test. F) Fluorescence micrographs showing *rpt-3*_*p*_*::gfp* expression in animals exposed to bortezomib (BTZ, 0.4 μg/ml, approximately 20 hours). Induction is not altered in *xrep-4* mutants compared to the wild type. Scale bar shows 100 μm. G) Quantification of *rpt-3_p_::gfp* expression in animals exposed to bortezomib (BTZ, 0.4 μg/ml), as shown in (F). Error bars show mean ± SD. **** p < 0.0001, ordinary two-way ANOVA with Sidak’s multiple comparisons test. Numerical data for panels B, C, E, and G are available in S1 Data.
(TIF)

S1 Table Differentially expressed genes in SKN-1t transgenic strains.

S2 Table Categories of SKN-1t-upregulated genes that are differentially sensitive to sequence editing.

S3 Table Genes from the ‘high-D’ category that are upregulated in animals exposed to bortezomib.

S4 Table Genes from the ‘overlap’ category that are upregulated in animals exposed to oxidative stress.

S5 Table Raw data from all lifespan assays.

S6 Table *C. elegans* strains used in this study.

S1 Data Numerical data for all graphs presented in this study.

How the deposited data were processed for this re-analysis (not part of the article)

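RNA sequencing of 16 samples of whole L4 animals was analysed: 4 of the wild type and 4 each of strains with the transgenes SKN-1t[NNNN], SKN-1t[NDNN] and SKN-1t[DNDD]. The authors prepared stranded mRNA libraries, aligned the paired reads to the reference genome with STAR and deposited the raw counts of reads per gene, which are the counts used here. The deposited table also gives a gene length for each gene, which the authors list beside the counts and which was not used for any value here. It holds 19122 genes, all listed there as protein-coding, and 19066 of the identifiers were found in the genome annotation, from which coordinates were taken and which gives 174 of them another type. Counted reads per sample ranged from 25968963 to 28694871 in the wild type, 23806929 to 27786621 in SKN-1t[NNNN], 28228441 to 30457636 in SKN-1t[NDNN] and 24941670 to 28106736 in SKN-1t[DNDD] animals. Replicates varied more than counting alone gives. Over the 24 pairs of replicates within a group, chi-square per degree of freedom was 16.7 to 162, so the spread between samples, which includes that between populations of animals and that of handling and libraries, sets the precision more than the depth does.

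Counts were analysed with R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0, and with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Each strain was compared with the wild type in its own fit of 8 samples (filterByExpr with a minimum count of 10 and a minimum total of 15, TMM scaling, estimateDisp, glmQLFit and glmQLFTest, with the legacy quasi-dispersions of edgeR). A gene was called up or down at a log2 fold change beyond 1 or -1 and a Benjamini-Hochberg adjusted p below 0.01, and the secondary cutoff was 0.585 and 0.05. The standard error of a log2 fold change is its size divided by the root of the F statistic. Strains were compared with each other in one fit of all 16 samples, adjusted over all genes and over each class alone. For a class or family, log2 CPM with a prior count of 2 was averaged over its genes in each sample, and groups were compared by two-sided exact permutation tests over samples with Benjamini-Hochberg adjustment. Families were tested for enrichment by one-sided Fisher's exact tests. The fitting steps were tested on simulated data of 19122 genes with 200 changed: 97% to 100% of the changed genes were recovered with at most 7 false calls and 0 wrong signs, and 3 simulations without changed genes gave 0 calls among at least 14441 genes tested. The planted changes were well beyond the cutoff and lay in genes without low counts. Samples were drawn independently, with the same dispersion for all genes. Recovery near the cutoff, and false calls when samples share variation by replicate number, were therefore not tested.

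The replicate numbers in the sample labels and in the column names of the deposited counts give the pairing that was used as a block. The paper's methods give 4 replicate samples per genotype and a single pool of 16 libraries for sequencing. They name no block and no batch of collection, so the fits without it come first in the text.

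Genes are named by a rule set in advance: those the paper names for these strains, proteasome subunits, the *gst-* and *ugt-* genes as families with their extreme members, and for each strain against the wild type and for SKN-1t[DNDD] against SKN-1t[NNNN] the 3 largest changes in each direction among genes past the threshold with a mean of at least 1 CPM over the 8 samples and no overlap between the groups. The alternatives were RLE and upper-quartile scaling, DESeq2's Wald test, no filter or a minimum of 10 counts in every sample, a single fit of all samples, the replicate block, the newer quasi-dispersions, robust fits, glmTreat, the secondary cutoff, a prior count of 0.5, the median over genes, class members from S2 Table or with at least 10 CPM, classes set in one pair of replicates and measured in the other, an enrichment background of at least 10 CPM, the 500 most variable genes, and leaving out each sample. A covariate for replicates 1 and 2 against 3 and 4, enrichment lists from fits with the block, and the limit to genes tested in all 3 comparisons were added after the data were seen. Published gene lists for bortezomib and oxidants, functional categories other than these families, reporters, mutants and survival assays were not analysed here.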

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

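The adult gene sets, their comparison by same-numbered pairs and between replicates, and the tests on *nduo-5* and on the positions of the genes silent in the wild type and SKN-1t[NNNN] were chosen only after those results were seen.

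In 19 of 184 groups of 4 samples, 1 sample lay far from the other 3. This is 10.3%, where about 1 in 20 groups is expected to do so by chance, and several of these groups share samples and genes. Among the class averages, on the log2 scale, the sample apart was replicate 4 of SKN-1t[NNNN] for the genes up in all 3 strains, at 2.64 (others 2.88 to 2.89), and for the *gst-* genes up in all 3 strains, at 4.95 (others 5.27 to 5.30). It was replicate 1 of SKN-1t[NNNN] for the genes up in SKN-1t[NDNN] only, at 0.75 (others 1.05 to 1.06), and for the 20S proteasome genes, at -0.38 (others -0.27 to -0.27). Replicate 3 of SKN-1t[NDNN] stood apart, in CPM, for *vit-5* at 38.8 (others 0.0678 to 0.738), *vit-4* at 3.73 (others 0.0322 to 0.201), *vit-2* at 217 (others 9.56 to 27.7), *col-119* at 20.4 (others 0.0339 to 0.101), *col-7* at 6.02 (others 0 to 0.134), *gst-9* at 4.83 (others 1.03 to 1.64) and *rpn-6.1* at 165 (others 201 to 205). Replicate 4 of SKN-1t[NDNN] did so for BE0003N10.6 at 67.2 (others 0.547 to 2.12), replicate 4 of SKN-1t[NNNN] for *vit-2* at 25.1 (others 8.76 to 9.68) and replicate 3 of SKN-1t[DNDD] for *spp-9* at 101 (others 67.9 to 71.9). The sample apart was wild type replicate 2 for *gst-34* at 0.0431 (others 0 to 0), wild type replicate 3 for *ugt-35* at 0.0409 (others 0 to 0) and F11A5.18 at 0.0817 (others 0.0372 to 0.0431), and replicate 1 of SKN-1t[NNNN] for *col-119* at 0 (others 0.0691 to 0.0788) and *col-7* at 0 (others 0.0691 to 0.0788). At most 2 reads of these genes were counted in any sample of these groups. There 1 or 2 reads set the sample apart, so these groups are weak evidence of an excess. In 7 of the 19 groups the sample apart was replicate 3 of SKN-1t[NDNN], 5 of them for vitellogenin and collagen genes that rise in the adult, as a later stage of that sample would give. Oocyte genes in it, at 2.33, were above replicates 1 and 2 (0.58 and 0.51) and below replicate 4 (3.02), and major sperm protein genes, at 2.87, likewise (1.11, 0.77 and 2.99). By these sets it was later than replicates 1 and 2 but not than replicate 4. Replicate 4 of SKN-1t[NNNN] was at 3.57 for oocyte genes, above replicates 1 to 3 of its strain (0.62, 0.44 and 1.72). For major sperm protein genes it was at 4.00, also above them (0.58, 0.62 and 2.18). By these sets that sample may be later than its group. For the remaining samples neither a technical nor a biological explanation was tested.

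The paper marks genes that fell in its volcano plots (S1 Fig), and its text on these strains is about genes that rose. Past the threshold, the genes down were 869 in SKN-1t[NNNN], 478 in SKN-1t[NDNN] and 483 in SKN-1t[DNDD], with 1123 in at least 1 strain and 213 in all 3. They include 58 *col-* genes, 55 of them down in SKN-1t[NNNN]. Gene sets that mark the adult, chosen after these genes were seen, were lower. Averaged over 3 adult collagen genes, SKN-1t[NNNN] lay -7.76 from the wild type, with 4 of 4 samples below every wild type sample (two-sided exact permutation test, p = 0.0286, and 0.171 after Benjamini-Hochberg adjustment, which is not below 0.05; the unadjusted value is the smallest that 4 against 4 samples can give). In SKN-1t[NDNN] and SKN-1t[DNDD] these collagens differed by -6.01 and -2.28 (exact p = 0.0571 and 0.400). Over 6 vitellogenin genes the differences were -8.04 in SKN-1t[NNNN], -7.03 in SKN-1t[NDNN] and -5.89 in SKN-1t[DNDD], again with all 4 samples of each strain below the wild type and an adjusted p in the exact test of 0.171.

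A candidate explanation is a difference in developmental stage at collection, for which 2 kinds of test gave different answers. Oocyte genes, a separate set that also rises in the adult, were not lower in every sample: they differed from the wild type by -0.23 in SKN-1t[NNNN], -0.21 in SKN-1t[NDNN] and 1.58 in SKN-1t[DNDD] (two-sided exact permutation tests, p = 0.886, 0.657 and 0.200). Much of their spread within groups, an SD of 1.26 to 1.63, follows the replicate number. Compared by same-numbered pairs, oocyte genes in SKN-1t[DNDD] were above the wild type in 4 of 4 pairs, by 0.79 to 2.37 (two-sided exact sign-flip test, p = 0.125, the smallest that 4 pairs can give), and major sperm protein genes also in 4 of 4. In SKN-1t[NNNN] oocyte genes were higher in 2 pairs and in SKN-1t[NDNN] in 1 (p = 0.750 and 0.375 in the same two-sided exact test), and major sperm protein genes were lower in 3 of 4 pairs in SKN-1t[NNNN] and 4 of 4 in SKN-1t[NDNN], by -0.022 to -0.82 in the latter (p = 0.375 and 0.125). Adult collagens were lower in 4 of 4 pairs in SKN-1t[NNNN], 4 of 4 in SKN-1t[NDNN] and 4 of 4 in SKN-1t[DNDD]. In SKN-1t[DNDD] the sets thus moved in opposite directions, which an earlier stage alone would not be expected to give. The genes changed in SKN-1t[NNNN] moved together within SKN-1t[DNDD], whose samples are not in that comparison. From replicates 1 and 2 to replicates 3 and 4 of SKN-1t[DNDD], genes down in SKN-1t[NNNN] changed by a median of 0.72 and genes up in SKN-1t[NNNN] by -0.78, against -0.027 for all genes. Of the genes down in SKN-1t[NNNN], 88.6% rose and of those up 7.42% did, which placed them at percentiles 100 and 0 of 10000 random lists. A common axis of variation between samples, which may be stage, therefore runs along the difference between SKN-1t[NNNN] and the wild type. An effect of the transgene on development would look the same, and for the genes down in SKN-1t[NNNN] the 2 cannot be told apart. For genes up in SKN-1t[NNNN], stage alone is less likely: as adult collagens rose by 3.96 within the wild type, genes up in all 3 strains changed by 0.016, those up in SKN-1t[NNNN] and SKN-1t[NDNN] only by -0.27 and those up in SKN-1t[NNNN] only by 0.059, against 2.83, 1.78 and 1.44 between SKN-1t[NNNN] and the wild type. The difference in adult collagens between SKN-1t[NNNN] and the wild type is larger than that within the wild type, so this does not exclude a part of stage.

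A set of 14 genes was under 1 CPM in every wild type and SKN-1t[NNNN] sample and over 0.25 CPM in every sample of SKN-1t[NDNN] and SKN-1t[DNDD], with a mean over these 8 samples above 10 times that of the wild type and SKN-1t[NNNN] samples. By strain, 14 were over 10 times higher in SKN-1t[DNDD] than in SKN-1t[NNNN] and 8 in SKN-1t[NDNN] than in SKN-1t[NNNN], where the lowest ratio was 2.94. The genes include *W06D11.1*, *B0416.4*, *F54F7.6*, *rgs-11*, *C54G6.2*, *fbxa-170*, *F31B9.3*, *rgs-9*, *Y48D7A.1*, *Y38H6C.8*, *F46F2.4*, *F11A5.18* and *lido-5*. All are high-D genes in these fits, 1 is in S2 Table and 0 in S3 Table. Of them, 10 lie on the X chromosome, which holds 13.9% of the background (one-sided Fisher's exact test, p = 1.63e-06, a test chosen after the genes were seen). Of all high-D genes 24 of 249 (9.64%) do (two-sided exact p = 0.0519). If a variant at 1 locus shared by both strains altered these genes directly they would lie within an interval, but those on the X chromosome span 1676205 to 17110655, or 15434451 bases. A variant that acts on distant genes was not tested. The 2 strains share no substitution, and both carry at least 1 change of Asn to Asp. By the sample labels, the names of these 2 strains share a prefix that those of the wild type and SKN-1t[NNNN] lack. Other differences between the strains thus cannot be told apart from the substitutions. The 14 genes may respond to a change of Asn to Asp whichever the residue, a hypothesis found on these samples and not tested on others.

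The gene Y50D4C.3 fell in SKN-1t[DNDD] alone, by a log2 fold change of -5.46 (standard error 0.339, adjusted p = 6.22e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 4 of 4 samples), against -0.036 in SKN-1t[NNNN] and -0.024 in SKN-1t[NDNN]. Were a deletion or rearrangement that spans the region the cause, its neighbours would be lower too. The 7 genes tested within 50000 bases had log2 fold changes of -0.79 to 0.34. The lowest belonged to *fmo-5* (adjusted p = 0.00419 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and H24K24.3 was lower as well, by -0.69 (adjusted p = 0.000701 in that test). Both fell by under 2-fold, so loss of the whole interval is unlikely, but a local effect on these genes is not excluded. A smaller lesion in this gene, or the site of the transgene, may still account for it and was not tested.

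The mitochondrial gene *nduo-5* was higher in SKN-1t[NDNN], with a log2 fold change of 1.10 (standard error 0.103, adjusted p = 0.000171 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was also higher in SKN-1t[DNDD], by 0.41 (adjusted p = 0.0241, and 0.0302 with the block, in the same edgeR test). More mitochondrial RNA in SKN-1t[NDNN] would raise the other mitochondrial genes as well, but the median of the other 11 was -0.20. A variant of the mitochondrial genome was not tested, nor was a biological explanation, and a variant in SKN-1t[NDNN] alone would leave the rise in SKN-1t[DNDD] unexplained.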

How the results depend on the processing

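The covariate for replicates 1 and 2 against 3 and 4, the enrichment lists with the replicate block and the limit to genes tested in all 3 comparisons were chosen after the data were seen, and the other alternatives before the data were examined. Strains are given by their residues alone in this part. Results that changed follow by alternative, and for these the cause was not tested, except for the number of genes up in all 3 strains, which is taken up under the other observations. Differences are means of log2 values, and 0.05 refers to the Benjamini-Hochberg adjusted p of the exact tests. Robust fits changed none of the results run with them, and the newer quasi-dispersions none except *gst-21* in DNDD, whose decrease became stronger. A number of genes counts as moved when it changed by over 1.5 times, a share when it left the 95% interval of its first value and a difference measured in other replicates when it changed by over its SD. Results other than those of single genes that kept their direction and side of the threshold and did not move numbered 84 under RLE scaling, 86 under upper-quartile scaling, 20 with DESeq2, 21 without a filter, 28 with at least 10 counts in every sample, 16 in a single fit, 37 with the block, 18 with the covariate for replicates 1 and 2 against 3 and 4, 1 with glmTreat, 47 with the median, 51 with members from S2 Table, 48 with members of at least 10 CPM and 55 with a prior count of 0.5. The number for the block leaves out the 54 differences of class averages, which a block cannot change in a balanced design and whose paired exact test cannot go below p = 0.125. Among log2 fold changes of the 37 named genes, 1063 of those under alternatives kept their direction and side of the threshold, 32 became weaker, 34 stronger and 9 reversed. With 1 sample left out the numbers were 808, 27, 10 and 11. No odds ratio can be given for the 20S genes among DNDD or high-D genes, where all are in the list, nor among NDNN genes at the 1.5-fold cutoff, and genes with under 10 counts in a sample have no value under that filter. Depth limits the genes at or near 0 counts in the wild type. Their fitted fold changes can lie above the lower bound that the counts set. For *gst-34* in NNNN the fitted log2 fold change was 11.89 and that bound 8.96, and for *gst-25* they were 8.73 and 8.13.

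RLE scaling gave 63.3% in DNDD of the genes up in NNNN and NDNN only past the secondary cutoff. In the genes up in all 3 strains, DNDD minus NNNN -0.49 (now past 0.05) was seen. Values for the genes up in NDNN only were DNDD minus NNNN -0.0026 (reversed) and DNDD minus NDNN -0.41 (now past 0.05). Log2 fold changes reversed to -0.073 for *pas-2* in NNNN and -0.014 for *rpn-8* in NNNN. Upper-quartile scaling raised the number of genes to 13 up in NNNN and DNDD only. Past the secondary cutoff were 69.9% in DNDD of the genes up in NNNN and NDNN only. Log2 fold changes reversed to -0.022 for *pas-2* in NNNN. DESeq2's Wald test raised the number of genes to 1185 up in DNDD, 786 down in NDNN, 483 up in all 3 strains, 514 up in NNNN and DNDD, 31 up in NNNN and DNDD only and 554 up in DNDD only. It also raised the number to 671 in the high-D class, 599 higher in DNDD than NNNN, 177 lower in DNDD than NNNN, 65 higher in DNDD than NDNN, 56 lower in DNDD than NDNN and 171 up in NNNN and NDNN only and lower in DNDD than NNNN (adjusted over the class). With it, the secondary cutoff was passed by 67.1% in another strain of the genes up in NNNN only and 29.1% in another strain of the genes up in DNDD only. Log2 fold changes reversed to -0.072 for *pas-2* in NNNN and -0.014 for *rpn-8* in NNNN.

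Fits without a filter lowered the number of genes to 4 up in NNNN and DNDD only. Shares past the secondary cutoff were 87.0% in another strain of the genes up in NNNN only and 89.9% in another strain of the genes up in NDNN only. Log2 fold changes reversed to -0.056 for *pas-2* in NNNN. At least 10 counts in every sample lowered the number of genes to 12 higher in DNDD than NDNN and 1 lower in NDNN than NNNN. Past the secondary cutoff were 91.8% in another strain of the genes up in NDNN only, 69.2% in another strain of the genes up in DNDD only, 65.9% in DNDD of the genes up in NNNN and NDNN only and 40.6% in NNNN of the genes up in NDNN and DNDD only. Log2 fold changes reversed to -0.00096 for *pas-2* in NNNN. A single fit of all 16 samples raised the number of genes to 762 up in DNDD, 438 up in all 3 strains, 459 up in NNNN and DNDD and 21 up in NNNN and DNDD only. It also lowered the number to 322 up in NNNN and NDNN only. With it, the secondary cutoff was passed by 92.6% in another strain of the genes up in NDNN only, 72.4% in DNDD of the genes up in NNNN and NDNN only and 42.4% in NNNN of the genes up in NDNN and DNDD only. Log2 fold changes reversed to -0.11 for *pas-2* in NNNN and -0.056 for *rpn-8* in NNNN. The limit to genes tested in all 3 comparisons gave 86.3% in another strain of the genes up in NNNN only, 88.5% in another strain of the genes up in NDNN only and 70.8% in another strain of the genes up in DNDD only past the secondary cutoff.

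The replicate block raised the number of genes to 1692 up in DNDD, 2305 up in at least 1 strain, 365 up in all 3 strains, 409 up in NNNN and DNDD, 145 up in NDNN and DNDD only and 44 up in NNNN and DNDD only. It raised the number to 1138 up in DNDD only, 1283 in the high-D class, 925 higher in DNDD than NNNN, 203 lower in DNDD than NNNN, 398 higher in DNDD than NDNN and 56 lower in DNDD than NDNN. It also raised the number to 313 up in NNNN and NDNN only and lower in DNDD than NNNN (adjusted over the class). It lowered the number to 297 up in NNNN and NDNN only. Shares past the secondary cutoff were 90.4% in another strain of the genes up in NDNN only, 26.6% in another strain of the genes up in DNDD only, 65.7% in DNDD of the genes up in NNNN and NDNN only and 53.8% in NNNN of the genes up in NDNN and DNDD only. Odds ratios were 1.57 for the *ugt-* genes among DNDD genes (no longer past 0.05). The covariate for replicates 1 and 2 against 3 and 4 raised the number of genes to 1836 up in DNDD, 2523 up in at least 1 strain, 452 up in all 3 strains, 509 up in NNNN and DNDD, 149 up in NDNN and DNDD only and 57 up in NNNN and DNDD only. It raised the number to 1178 up in DNDD only, 1327 in the high-D class, 966 higher in DNDD than NNNN, 218 lower in DNDD than NNNN, 297 higher in DNDD than NDNN and 54 lower in DNDD than NDNN. It also raised the number to 332 up in NNNN and NDNN only and lower in DNDD than NNNN (adjusted over the class). Past the secondary cutoff were 26.1% in another strain of the genes up in DNDD only, 63.2% in DNDD of the genes up in NNNN and NDNN only and 43.6% in NNNN of the genes up in NDNN and DNDD only.

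The glmTreat test lowered the number of genes to 355 up in NNNN, 213 up in NDNN, 96 up in DNDD, 283 down in NNNN, 36 down in NDNN and 26 down in DNDD. It also lowered the number to 400 up in at least 1 strain, 199 up in more than 1 strain, 65 up in all 3 strains, 185 up in NNNN and NDNN, 65 up in NNNN and DNDD and 120 up in NNNN and NDNN only. It lowered the number to 14 up in NDNN and DNDD only, 0 up in NNNN and DNDD only (22 at an unadjusted p below 0.05), 14 up in NDNN only, 17 up in DNDD only, 304 in the low-D class and 31 in the high-D class. The cutoff at 1.5-fold and an adjusted p below 0.05 raised the number of genes to 2025 up in NNNN, 2066 up in NDNN, 1706 up in DNDD, 1749 down in NNNN, 1363 down in NDNN and 1554 down in DNDD. It raised the number to 3113 up in at least 1 strain, 1884 up in more than 1 strain, 800 up in all 3 strains, 1601 up in NNNN and NDNN, 851 up in NNNN and DNDD and 232 up in NDNN and DNDD only. It also raised the number to 51 up in NNNN and DNDD only, 373 up in NNNN only, 233 up in NDNN only, 623 up in DNDD only, 1407 in the low-D class and 855 in the high-D class. Odds ratios were 34.7 for the 19S genes among NDNN genes (now past 0.05), 0.546 for the *gst-* genes among low-D genes (reversed), 1.72 for the *ugt-* genes among NDNN genes (no longer past 0.05) and 1.58 for the *ugt-* genes among DNDD genes (no longer past 0.05).

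Fits of the 8 samples of the strains compared lowered the number of genes to 145 higher in DNDD than NNNN, 50 lower in DNDD than NNNN, 5 higher in DNDD than NDNN, 3 lower in DNDD than NDNN, 0 lower in NDNN than NNNN (32 over 2-fold at an unadjusted p below 0.05) and 49 up in NNNN and NDNN only and lower in DNDD than NNNN (adjusted over the class). A background of at least 10 CPM gave odds ratios of 3.08 for the *gst-* genes among low-D genes (no longer past 0.05) and 2.18 for the *ugt-* genes among NDNN genes (no longer past 0.05). The 500 most variable genes gave 66.5% of the variance on component 1 and 16.6% of the variance on component 2. A prior count of 0.5 gave 27.8% of the variance on component 2.

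The median over genes gave for the genes up in all 3 strains DNDD minus NNNN -0.36 (now past 0.05). The genes up in NDNN only had DNDD minus NNNN -0.079 (reversed) and DNDD minus NDNN -0.44 (now past 0.05). For the genes up in DNDD only it was NNNN minus wild type 0.44 (no longer past 0.05) and NDNN minus NNNN 0.15 (no longer past 0.05). In the *gst-* genes up in all 3 strains, DNDD minus NNNN -0.31 (no longer past 0.05) and DNDD minus NDNN -0.31 (no longer past 0.05) was seen. Class members from S2 Table gave for the genes up in NDNN only DNDD minus NNNN -0.050 (reversed) and DNDD minus NDNN -0.40 (now past 0.05). Values for the genes up in DNDD only were NNNN minus wild type 0.22 (no longer past 0.05). Members with at least 10 CPM gave for the genes up in all 3 strains DNDD minus NNNN -0.67 (now past 0.05) and DNDD minus NDNN -0.56 (now past 0.05). The genes up in NDNN and DNDD only had DNDD minus NDNN 0.30 (no longer past 0.05). For the genes up in NNNN only it was DNDD minus wild type 0.53 (no longer past 0.05). In the genes up in NDNN only, DNDD minus wild type 1.07 (no longer past 0.05) was seen. Values for the genes up in DNDD only were NNNN minus wild type -0.016 (reversed).

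Classes set on replicates 1 and 2 and measured in replicates 3 and 4 gave for the genes up in all 3 strains NNNN minus wild type 2.33, NDNN minus wild type 2.05, DNDD minus wild type 1.32, DNDD minus NNNN -1.01, DNDD minus NDNN -0.73 and NDNN minus NNNN -0.28. The genes up in NNNN and NDNN only had NNNN minus wild type 1.32, NDNN minus wild type 0.96, DNDD minus wild type 0.46 and NDNN minus NNNN -0.36. For the genes up in NDNN and DNDD only it was NNNN minus wild type 0.68, DNDD minus wild type 1.97, DNDD minus NNNN 1.29, DNDD minus NDNN 0.19 and NDNN minus NNNN 1.10. In the genes up in NNNN only, NNNN minus wild type 0.70, NDNN minus wild type 0.25, DNDD minus wild type 0.25, DNDD minus NNNN -0.45 and DNDD minus NDNN -2.03e-05 was seen. Values for the genes up in NDNN only were NNNN minus wild type 1.32, DNDD minus NNNN -0.53 (reversed) and NDNN minus NNNN -0.018 (reversed). The *gst-* genes up in all 3 strains had NNNN minus wild type 4.66, NDNN minus wild type 4.36 and DNDD minus wild type 3.11.

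Classes set on replicates 3 and 4 and measured in replicates 1 and 2 gave for the genes up in all 3 strains NNNN minus wild type 3.997, NDNN minus wild type 4.03, DNDD minus wild type 3.60 and NDNN minus NNNN 0.031 (reversed). For the genes up in NNNN and NDNN only it was NNNN minus wild type 2.03, NDNN minus wild type 2.09, DNDD minus wild type 1.78, DNDD minus NNNN -0.25 and NDNN minus NNNN 0.061 (reversed). In the genes up in NDNN and DNDD only, NNNN minus wild type 0.34, NDNN minus wild type 2.60, DNDD minus wild type 3.17, DNDD minus NNNN 2.83 and NDNN minus NNNN 2.26 was seen. Values for the genes up in NNNN only were NNNN minus wild type 1.65, NDNN minus wild type 1.63, DNDD minus wild type 1.34, DNDD minus NNNN -0.31 and NDNN minus NNNN -0.018. The genes up in NDNN only had DNDD minus wild type 1.42, DNDD minus NNNN 0.33 and DNDD minus NDNN -0.017. For the genes up in DNDD only it was NNNN minus wild type -0.20 (reversed), NDNN minus wild type 0.38, DNDD minus NNNN 1.79 and DNDD minus NDNN 1.21. In the *gst-* genes up in all 3 strains, NNNN minus wild type 5.35, NDNN minus wild type 5.30, DNDD minus wild type 4.64 and DNDD minus NNNN -0.71 was seen.

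Fits that each left out 1 of the samples gave 649 to 1029 genes up in NDNN, 287 to 531 up in DNDD, 552 to 887 up in more than 1 strain, 130 to 298 up in all 3 strains, 491 to 799 up in NNNN and NDNN and 132 to 302 up in NNNN and DNDD. Such fits gave 357 to 617 genes up in NNNN and NDNN only, 51 to 111 up in NDNN and DNDD only, 2 to 21 up in NNNN and DNDD only, 97 to 394 up in NNNN only, 35 to 236 up in NDNN only and 96 to 267 up in DNDD only. These fits gave 155 to 346 genes in the high-D class, 60 to 133 lower in DNDD than NNNN, 6 to 19 higher in DNDD than NDNN, 10 to 22 lower in DNDD than NDNN, 0 to 2 lower in NDNN than NNNN and 48 to 219 up in NNNN and NDNN only and lower in DNDD than NNNN (adjusted over the class). The secondary cutoff was passed by 70.9% to 89.9% (in another strain) of the genes up in NNNN only, 77.1% to 93.9% (in another strain) of the genes up in NDNN only, 39.3% to 73.6% (in another strain) of the genes up in DNDD only, 40.0% to 73.0% (in DNDD) of the genes up in NNNN and NDNN only and 16.9% to 39.6% (in NNNN) of the genes up in NDNN and DNDD only. For the genes up in NDNN only, DNDD minus NNNN ranged from -0.12 to 0.13. Log2 fold changes that reversed ranged from -0.057 to 0.71 for *rpn-6.2* in NNNN, -0.12 to 0.30 for *rpn-6.2* in NDNN, -0.10 to 0.043 for *pas-2* in NNNN, -0.075 to 0.10 for *rpn-8* in NNNN, -1.53 to 0.050 for *col-7* in DNDD and -0.14 to 0.012 for *Y50D4C.3* in NDNN. Where 0 genes were lower in NDNN than in NNNN, 25 to 58 were over 2-fold lower at an unadjusted p below 0.05.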

Differences from the paper's values

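The limit to genes tested in all 3 comparisons was chosen only after the values were seen. None of the paper's exact values set beside a value computed here, which were numbers of upregulated genes, their shares, the fold changes of *wdr-23* and log2 fold changes from the supplement, differed by more than the limits set in advance. Some class sizes still differed. Genes up in SKN-1t[DNDD] only numbered 157 here and 124 in S2 Table, and those up in SKN-1t[NDNN] and SKN-1t[DNDD] only 92 and 74. Limited to genes tested in all 3 comparisons, these classes held 130 and 74 genes here. Much of the gap thus came from genes that were not tested in another strain. The share that the paper gives as a lower bound is not covered by this and is taken up next. Where a statement of the paper and a result here part, the values are these.

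The paper gives a lower bound for the share of genes called in SKN-1t[NNNN] only or SKN-1t[DNDD] only that pass the secondary cutoff in another strain, and its next sentence is about SKN-1t[NNNN] and SKN-1t[NDNN]. The share was 81.0% for genes called in SKN-1t[NNNN] only and 81.5% for SKN-1t[NDNN] only, both above the bound, and 61.8% for SKN-1t[DNDD] only, below it. With genes tested in all 3 comparisons, the setting chosen after the values were seen, the shares were 86.3%, 88.5% and 70.8%.

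The paper reports no bias of the genes called in SKN-1t[DNDD] only towards higher expression in SKN-1t[NNNN]. Here they lay 0.25 above the wild type in SKN-1t[NNNN] on the log2 scale, with 4 of 4 samples above every wild type sample. The genes were called against these same wild type samples, which can raise the difference of another strain as well. Their lack of a call in SKN-1t[NNNN] acts the other way. Among the alternatives, members with at least 10 CPM gave -0.016 and classes set on replicates 3 and 4 and measured in replicates 1 and 2 gave -0.20. The reverse case gave 0.20, so replicates that did not choose the genes leave the sign open. With members from S2 Table the difference was 0.22 and with the median over genes 0.44, neither past an adjusted p of 0.05 in the exact test.

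For genes up in all 3 strains the paper places SKN-1t[NDNN] between SKN-1t[NNNN] and SKN-1t[DNDD]. The averages here have that order, but SKN-1t[NDNN] and SKN-1t[NNNN] differ by -0.052 (two-sided exact permutation test, p = 0.743), and classes set on replicates 3 and 4 and measured in replicates 1 and 2 reverse the sign, at 0.031. For genes up in SKN-1t[NNNN] and SKN-1t[NDNN] only, which the paper finds more strongly activated in SKN-1t[NNNN], SKN-1t[NDNN] differs from SKN-1t[NNNN] by -0.11 (two-sided exact permutation test, p = 0.400), and by 0.061 when set on replicates 3 and 4 and measured in replicates 1 and 2.

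The paper finds enrichment of proteasome genes in the list for SKN-1t[DNDD] alone. By the families used here, the 20S genes were also enriched in the list for SKN-1t[NDNN] (odds ratio 14.2, adjusted p = 2.98e-05, one-sided Fisher's exact test, 7 of 14 genes), and the 19S genes were not (odds ratio 2.49, adjusted p = 0.228). The paper places the rise of proteasome genes in SKN-1t[NDNN] under 2-fold. The mean log2 fold changes here, 0.96 (20S) and 0.83 (19S without *rpn-6.2*), are below it too, and 7 of 14 20S genes and 3 of 19 19S genes were above it.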

Other observations

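The tests within replicates 1 and 2, the changes of adult genes between replicates, those on the amount of *skn-1* RNA and that on the number of genes shared by all 3 strains were chosen only after the results were seen.

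For each comparison, genes past the threshold were counted in all 35 splits of its 8 samples into groups of 4. Only 8 splits part the same-numbered pairs as the real one does, so the smallest share that can be reached is 0.125, and by the share alone chance cannot be told apart. In each comparison 1 of the 8 splits gave as many genes, and it was the real one, while the others of these splits gave 0 genes. The real numbers were 1866 for SKN-1t[NNNN], 1458 for SKN-1t[NDNN] and 978 for SKN-1t[DNDD] against the wild type, 388 for SKN-1t[DNDD] against SKN-1t[NNNN], 38 for SKN-1t[DNDD] against SKN-1t[NDNN] and 54 for SKN-1t[NDNN] against SKN-1t[NNNN]. The other 27 splits keep some pairs together. Past the threshold they gave at most 0 genes for SKN-1t[NNNN] and 1 for SKN-1t[DNDD] against the wild type, and 0 for SKN-1t[DNDD] against SKN-1t[NNNN]. For SKN-1t[DNDD] against SKN-1t[NDNN], 1 of these gave more genes than the real split, 209. The split by replicates 1 and 2 against 3 and 4 gave 262 genes among the samples of SKN-1t[NDNN] and the wild type. At an adjusted p below 0.05 alone, 1 of these splits gave 3400 genes for SKN-1t[DNDD] against SKN-1t[NNNN], above the real 2024. For SKN-1t[DNDD] against SKN-1t[NDNN] 1 gave 749, above 239, and for SKN-1t[NDNN] against SKN-1t[NNNN] 1 gave 1782, above 120. Against the wild type the most was 914, for SKN-1t[NDNN], below the real 4710.

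The genes up in all 3 strains were lower in SKN-1t[DNDD] than in SKN-1t[NNNN]. Within replicates 1 and 2 the difference was -0.23, against -0.49 over all replicates. From replicates 1 and 2 to replicates 3 and 4 of SKN-1t[DNDD], adult collagens rose by 6.03 and the genes up in all 3 strains changed by -0.63. The same values were 1.28 and -0.12 in SKN-1t[NNNN], 4.06 and -0.24 in SKN-1t[NDNN], and 3.96 and 0.016 in the wild type, where these genes are not induced. A fall thus went with the rise of adult collagens in each strain that induces the genes, so stage may contribute to the difference in replicates 3 and 4. Replicates 1 and 2 may not be free of it. In replicate 2 adult collagens were at 2.89 in SKN-1t[DNDD] and -2.61 in SKN-1t[NNNN]. In replicate 1 oocyte genes were at 2.48 and 0.62. RNA of *skn-1* differed between the strains by -0.34 on the log2 scale and was lower in every sample of SKN-1t[DNDD]. This total holds reads of the endogenous gene, at 121 CPM in the wild type, so the transgene's RNA may differ by more. A smaller amount of the transgene's RNA could also lower these genes. The data cannot tell these from an effect of the substitutions.

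The proteasome genes were higher in SKN-1t[DNDD] than in SKN-1t[NNNN]. Their largest change between replicates 1 and 2 and replicates 3 and 4 within a strain, pooled over both particles, was -0.32 in SKN-1t[DNDD] (-0.36 for 20S and -0.29 for 19S genes), against differences between the strains of 1.67 (20S) and 1.37 (19S), and the amount of *skn-1* RNA, -0.34, runs the other way. Neither stage nor the amount of *skn-1* RNA therefore accounts for this difference by these tests. It may reflect the substitutions, a hypothesis tested on the samples in which it was seen, and other differences between the strains, such as the sites of the transgenes, were not tested.

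The genes called in SKN-1t[DNDD] only moved within SKN-1t[NNNN] from replicates 1 and 2 to replicates 3 and 4 by a median of 0.10, against -0.041 for all genes. Of them 65.6% rose, at percentile 99.6 of the random lists, so stage may contribute to this class. The class mean moved by 0.35 within SKN-1t[NNNN], which is smaller than the difference of class means between the strains, 1.32. Selection of the genes on the samples in which they are measured could also widen that difference, but it was 1.36 or more in replicates that did not set the class.

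The number of genes up in all 3 strains was 239 in separate fits and 438 in a single fit. Among genes called in the other 2 strains only, 276 were above 2-fold in SKN-1t[DNDD] and missed the adjusted p alone, or 53.0% of those tested. Spread between the replicates of SKN-1t[DNDD] and the wild type may thus limit the number.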
